# An *A. thaliana* mutant lacking all nine ATG8 isoforms provides genetic evidence for functional specialization of ATG8 in plants

**DOI:** 10.1242/jcs.263803

**Published:** 2025-09-10

**Authors:** Alessia Del Chiaro, Nenad Grujic, Jierui Zhao, Ranjith Kumar Papareddy, Peng Gao, Juncai Ma, Christian Lofke, Anuradha Bhattacharya, Ramona Gruetzner, Pierre Bourguet, Frédéric Berger, Byung-Ho Kang, Sylvestre Marillonnet, Yasin Dagdas

**Keywords:** Autophagy, *Arabidopsis*, Atg8, Selective autophagy

## Abstract

Autophagy sustains cellular health by recycling damaged or excess components through autophagosomes. Autophagy is mediated by conserved ATG proteins, among which the ubiquitin-like ATG8 proteins play a central role by linking cargo to the growing autophagosomes. Unlike most ATG proteins, the ATG8 gene family is significantly expanded in vascular plants, but its functional specialization remains poorly understood. Using transcriptional and translational reporters in *Arabidopsis thaliana*, we revealed that ATG8 isoforms are differentially expressed across tissues and form distinct autophagosomes. To explore ATG8 specialization, we generated the nonuple *Δatg8* mutant, lacking all nine ATG8 isoforms. The mutant displayed hypersensitivity to carbon and nitrogen starvation, coupled with defects in bulk and selective autophagy, as shown by biochemical and ultrastructural analyses. Complementation experiments demonstrated that ATG8A could rescue both carbon and nitrogen starvation phenotypes, whereas ATG8H could only complement carbon starvation. Proximity labeling proteomics further identified isoform-specific interactors under nitrogen starvation, underscoring their functional divergence. These findings provide genetic evidence for functional specialization of ATG8 isoforms in plants and lay the foundation for investigating their roles in diverse cell types and stress conditions.

## INTRODUCTION

Autophagy is an evolutionarily conserved cellular quality control mechanism essential for maintaining homeostasis and adapting to environmental stresses (Bassham et al., 2006; Liu and Bassham, 2012; Su et al., 2020). It functions by selectively degrading and recycling damaged, redundant or harmful cellular components, ensuring cellular integrity and energy balance (Zhou et al., 2013; Izumi et al., 2020; Marshall and Vierstra, 2018). Although autophagy occurs constitutively at basal levels, it is highly inducible under stress conditions, such as upon nutrient deprivation, hypoxia or infection (Merkulova et al., 2014; Chen et al., 2015; Ismayil et al., 2020; Wang et al., 2018). During these challenges, autophagy sustains survival by facilitating the degradation of intracellular material, which is sequestered into specialized double-membrane compartments called autophagosomes (Le Bars et al., 2014; van Doorn and Papini, 2013). These structures subsequently fuse with lytic organelles – the vacuole in plants and yeast or the lysosome in animals – where their contents are broken down and recycled (Liu and Bassham, 2012).

Contrary to initial views of autophagy as a non-selective bulk degradation process, it is now recognized as a highly selective pathway (Jin et al., 2013; Stolz et al., 2014; Farré and Subramani, 2016; Lamark and Johansen, 2021). This selectivity is mediated by specific interactions between cargo receptors, known as selective autophagy receptors (SARs), and autophagy-related proteins, such as ATG8 proteins (Johansen and Lamark, 2011; Rogov et al., 2014). These interactions enable the precise targeting of a wide range of substrates, from protein aggregates to damaged organelles, thus tailoring autophagic responses to specific cellular needs (Luo et al., 2021).

Autophagosome biogenesis progresses through three tightly regulated stages: initiation, expansion and maturation. This process is orchestrated by the autophagy-related (ATG) protein family, comprising ∼40 conserved members (Wen and Klionsky, 2016; Yamamoto et al., 2023). Central to autophagy are ATG8 proteins, ubiquitin-like proteins crucial for autophagosome formation, cargo recruitment and membrane trafficking (Kaufmann and Wollert, 2014; Kaufmann et al., 2014). Once processed and lipidated, ATG8 associates with the autophagosome membrane, acting as a scaffold for the assembly of other core autophagy machinery and cargo receptors (Johansen and Lamark, 2020; Liu et al., 2021).

Interestingly, unlike most ATG proteins, which exist as single or a few isoforms, the ATG8 gene family has undergone significant expansion in vascular plants (Popelka and Klionsky, 2015; Seo et al., 2016). Whereas yeast and eukaryotes from early branching groups encode a single ATG8, vascular plants possess multiple isoforms, with *Arabidopsis thaliana* containing nine distinct ATG8 genes (AtATG8A–ATG8I) forming two major clades. Clade I contains ATG8A–ATG8G, whereas Clade II contains ATG8H and ATG8I (Kellner et al., 2017). Despite moderate sequence divergence and differential expression patterns (Winter et al., 2007; Sláviková et al., 2005; Thompson et al., 2005), the biological significance of ATG8 isoform expansion and its implications for selective autophagy remain poorly understood.

Here, we present genetic evidence for functional specialization of ATG8 isoforms in *A. thaliana* by generating a nonuple ATG8 mutant lacking all nine ATG8-encoding genes. Our study reveals that ATG8 isoforms not only exhibit distinct tissue-specific expression and subcellular localization but also differ in their ability to mediate autophagic responses under specific stress conditions. These findings highlight the complex regulatory landscape of autophagy in plants and provide a foundation for uncovering the mechanisms underlying ATG8 specialization.

## RESULTS

### *A. thaliana* ATG8 isoforms exhibit tissue-specific expression patterns and form distinct autophagosomes within root cells

To explore ATG8 specialization, we first checked the expression patterns of all the nine *Arabidopsis* ATG8 isoforms. We generated ATG8 promoter-GFP-GUS (pATG8X::GFP-GUS)-expressing lines and performed β-glucuronidase (GUS) staining (Fig. 1A). Interestingly, AtATG8s exhibited distinct expression patterns, and we only observed a partial overlap between different isoforms, indicating a certain degree of tissue specificity. ATG8E, ATG8F and ATG8G show a more widespread expression pattern over different tissues and organs, whereas other isoforms, including ATG8A, ATG8B and ATG8I, appear to be restricted to the root (Fig. 1A). Furthermore, some isoforms exhibit peculiar tissue- or cell-type specificities, such as ATG8D being strongly induced in the apex of the cotyledon or ATG8C appearing specifically expressed in guard cells (Fig. 1A). These observations hint at a potential tissue- or cell-type-specific function of different ATG8 isoforms.

**Fig. 1.**
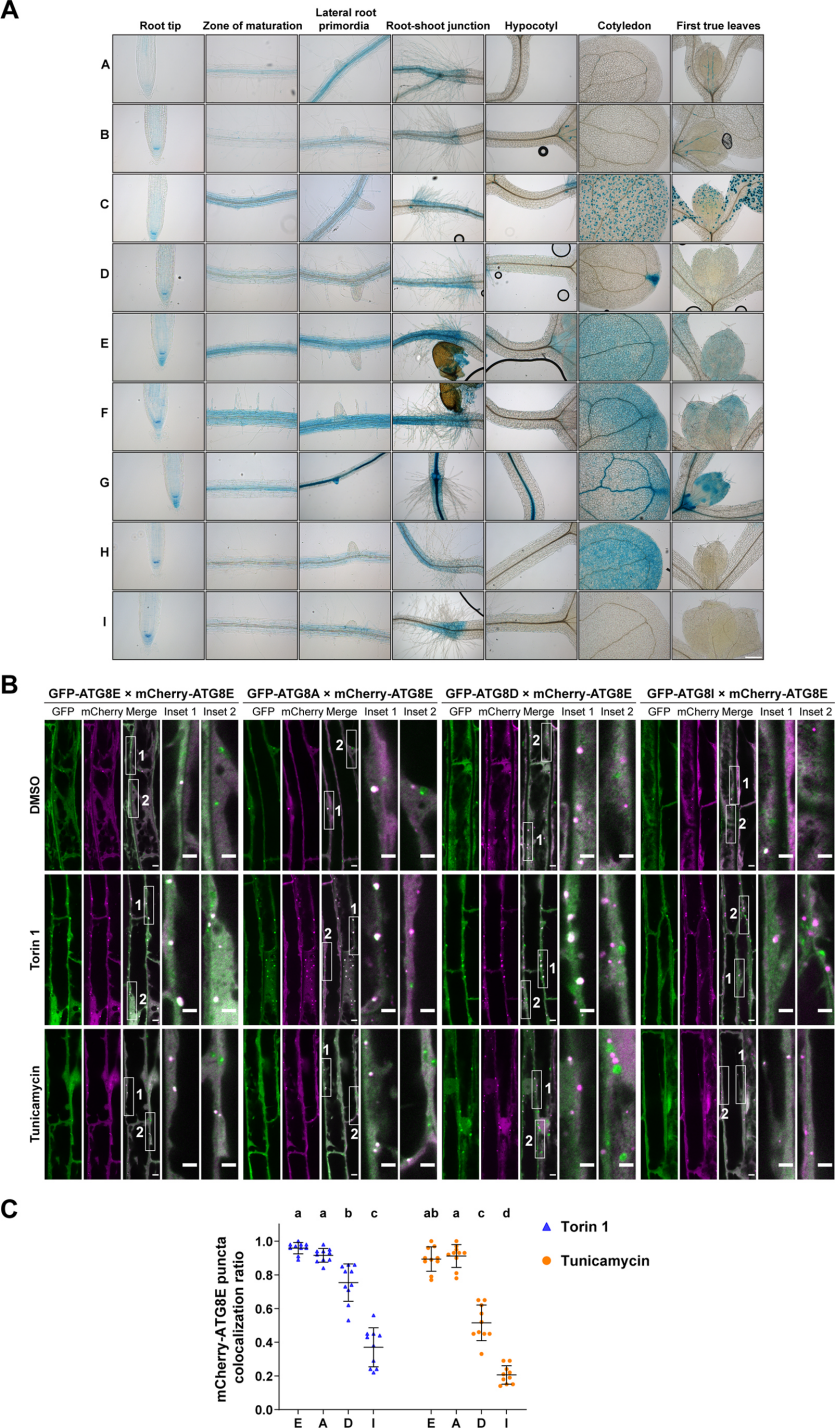
***Arabidopsis thaliana* ATG8 isoforms exhibit tissue-specific expression patterns and form distinct autophagosomes within root cells.** (A) Representative GUS staining images showing the spatial-temporal expression patterns of nine *Arabidopsis* ATG8 isoforms. 10-day-old *Arabidopsis* seedlings expressing pATG8X::GFP-GUS (X represents the nine ATG8 isoforms, from A to I) were stained with GUS staining buffer. Scale bar: 100 μm. (B) Representative confocal microscopic images showing the colocalization of mCherry–ATG8E with different GFP–ATG8 isoforms in *Arabidopsis* root epidermal cells. 5-day-old *Arabidopsis* seedlings co-expressing mCherry–ATG8E with GFP–ATG8E, GFP–ATG8A, GFP–ATG8D or GFP–ATG8I were incubated in ½ MS liquid medium containing either DMSO (as mock condition) for 2 h, 5 μM Torin 1 for 2 h, or 10 μg/ml tunicamycin for 4 h. Representative images of 10 replicates are shown here for A and B. Scale bars: 5 μm (main images); 3 μm (magnifications). (C) Quantification of mCherry–ATG8E colocalization ratio for the *Arabidopsis* root epidermal cells imaged in B. The mCherry–ATG8E colocalization ratio was calculated as the ratio of the number of mCherry–ATG8E puncta that colocalized with GFP–ATG8 isoforms to the total number of mCherry–ATG8E puncta. Bars indicate the mean±s.d. of 10 replicates. Brown–Forsy and Welch ANOVA tests with Dunnett's T3 multiple comparisons tests were used for statistically comparing the colocalization difference between each treatment group, with groups different from other groups at *P*<0.05 indicated by letters.

These results are in agreement with the DNA microarray analysis of AtATG8 expression levels in different tissues reported by Thompson et al. (2005), who indicated ATG8E and ATG8F isoforms as being most highly expressed in the root. However, it should be noted that the transcript abundance might not reflect the actual protein levels, as the ATG8 isoforms could be subjected to different rates of protein turnover. In this regard, Boyecheva Woltering and Isono (2020) showed that the mRNA and protein abundance of different ATG8s in various *Arabidopsis* tissues are often not correlated. In addition, Chung et al. (2008) reported that transcript levels of ATG8 isoforms in maize respond differently to nitrogen or carbon starvation, reinforcing the idea that different ATG8 isoforms might have specialized functions.

Next, we decided to test the subcellular compartmentalization of ATG8 isoforms. We co-expressed an mCherry–ATG8E translational fusion construct with GFP-tagged versions of ATG8A, ATG8D and ATG8I, and assessed their co-localization upon treatment with the bulk autophagy-inducing chemical Torin 1 (Thoreen et al., 2020) or the ER stress inducer tunicamycin (Stephani et al., 2020) (Fig. 1B,C). Irrespective of the treatment, ATG8E colocalized almost entirely with ATG8A. Conversely, ATG8D and ATG8I exhibited a lower degree of colocalization with ATG8E after Torin 1 treatment, with an even greater reduction observed following tunicamycin treatment. ATG8I, representative of the clade II of ATG8 isoforms, has the weakest level of colocalization with ATG8E. These data indicate there are distinct pools of autophagosomes that are labeled with different ATG8 isoforms. In sum, the expression site polymorphism, as well as having varying levels of colocalization upon different treatments, support the hypothesis that ATG8 isoforms might fulfill different functions or respond to different stimuli.

### The *atg8* nonuple mutant is deficient in autophagy

The partial overlap in expression and colocalization patterns of ATG8 isoforms prompted us to generate an ATG8-free *Arabidopsis thaliana* line that we could use as a tool to investigate ATG8 specialization. Using multiplex CRISPR mutagenesis, we combined nine guide RNAs (one for each ATG8 isoform) in a construct containing an intronized Cas9 (Grützner et al., 2021) and transformed it to generate a nonuple knockout (*Δatg8*) of all *atg8* genes. We first confirmed the mutations using whole-genome sequencing (Fig. 2A, Table S1), and we ensured the absence of ATG8 proteins by western blot analysis (Fig. S1A). 

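Whole-genome sequencing was performed on 2 Δatg8 plants, taken as 10-day-old seedlings, and no wild-type library was analysed here. The deposited alignments held 30735879 reads for plant 1 and 19690438 reads for plant 2, and the median depth of nuclear 100 bp bins was 26.9 and 16.4, respectively. The authors trimmed the reads, aligned them to TAIR10 and deposited the position, strand and mapping quality of each aligned read, without its sequence. Indels were therefore read from the number of reference bases that each read covered. A read of 150 bases covers 1 reference base less for each inserted base and 1 more for each deleted base. For each guide RNA, reads reaching at least 20 bases on both sides of the predicted Cas9 cleavage position, 3 bases from the PAM, were counted as full-length (150 reference bases) or not. The share of reads with an indel was taken as 1 minus the ratio of the full-length share at the cleavage position to that at 8 control positions 400 to 1000 bp away. Trimming, and any clipping by the aligner, also shortens reads, so that the control positions give the background of each library. The median number of such reads at a nuclear position was 18 in plant 1 and 11 in plant 2, and the inserted or deleted bases themselves could not be read. PCR copies were kept as deposited, and intervals cover counting error only.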

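In 8 of the 9 ATG8 genes, no read across the cleavage position covered the full 150 reference bases in either plant, whereas 30.7% to 60.3% of the reads at the control positions did. The exception was ATG8C, where 7 of 46 reads in plant 1 and 3 of 21 reads in plant 2 were full-length, against 38.3% and 36.8% at its control positions. The estimated share of reads with an indel was thus 1 in both plants for ATG8A, ATG8B, ATG8D, ATG8E, ATG8F, ATG8G, ATG8H and ATG8I, and 0.602 and 0.611 for ATG8C. This estimate is too low for a deletion of 1 base, since reads with the deletion that are also 1 base short count as full-length, and simulated deletions of 1 base present in all fragments gave a median of 0.683. Read lengths on the reference were displaced by an insertion of 1 base in ATG8D, ATG8E, ATG8F, ATG8G, ATG8H and ATG8I, by an insertion of 2 bases in ATG8A, by a deletion of 6 bases in ATG8B and by a deletion of 1 base in ATG8C. Each plant alone gave these sizes for ATG8C, ATG8E and ATG8F, whereas 1 of the plants alone gave another size for ATG8A, ATG8B, ATG8D, ATG8G, ATG8H and ATG8I. At the ATG8C cut, 24 of 46 reads in plant 1 and 16 of 21 in plant 2 covered 151 bases. At its control positions, 0 of 81 and 0 of 68 reads did. For ATG8B, 11 of 32 and 2 of 24 reads covered 156 bases, as a deletion of 6 bases gives. For ATG8I, 17 of 27 and 6 of 30 reads covered 149 bases. A share of 1 thus states that no read was full-length, not that each read showed the indel.
Fisher's exact test (2-sided, Benjamini-Hochberg adjusted over 22 tests at 11 guide RNAs in 2 plants), with a share of at least 0.25, was passed in both plants by 7 genes. The higher adjusted p of the 2 plants ranged from 1.40e-05 for ATG8I to 0.0227 for ATG8A among these genes in Fisher's exact test. Mates and copies of a fragment are counted as separate reads here, and with 1 read per fragment, a setting chosen after the data were examined, ATG8A no longer passed (adjusted p = 0.0571 in the same exact test). ATG8G had 0 full-length reads of 11 in plant 1 and 0 of 5 in plant 2, with adjusted p of 0.000134 and 0.0730 in the same exact test. ATG8C had adjusted p of 0.0122 and 0.0693 in the same exact test. Without plant 2, all 9 genes passed, and without plant 1, 7 genes passed. A count of 0 allows a share of full-length reads of up to 8.41% for ATG8F in plant 1, with 42 reads, and up to 52.2% for ATG8G in plant 2, with 5 reads (exact Clopper-Pearson 95% limits). These limits take reads as independent, although the 42 reads come to 22 fragments with duplicates collapsed, and are thus too narrow. They bound full-length reads and not unedited copies, since only 38.4% of the control reads of ATG8F in plant 1 were full-length. From the insertions and deletions that the authors inspected in these alignments, the paper concludes that all ATG8 genes are mutated in Δatg8 (Fig. 2A, Table S1).

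**Figure D1:**
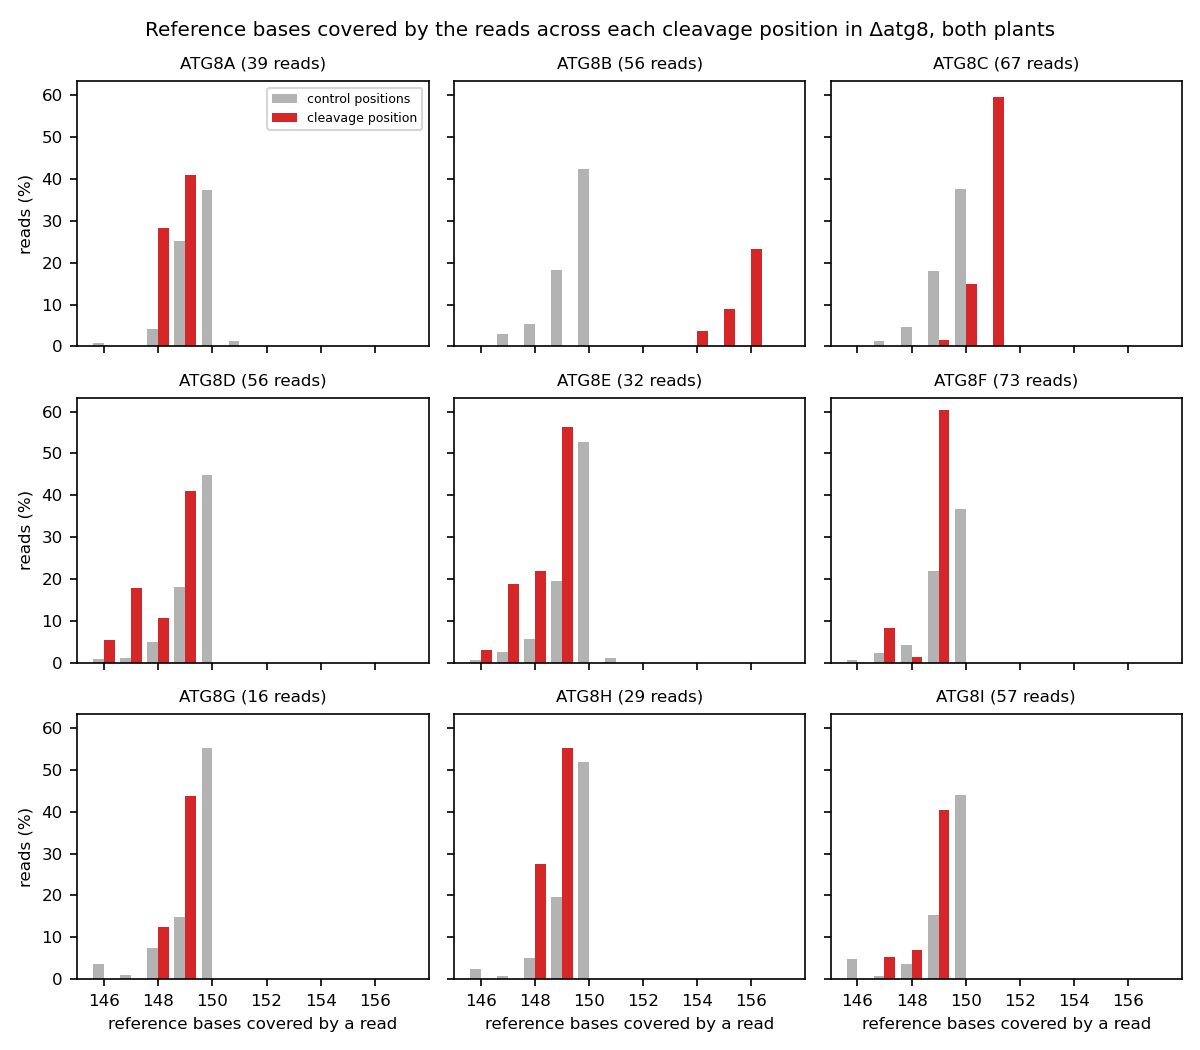
Reference bases covered by reads across the Cas9 cleavage position of each ATG8 gene in both Δatg8 plants together (red) and at the control positions 400 to 1000 bp away (grey), as a percentage of the reads. Reads at the control positions peak at 150 bases. Reads at the cleavage positions have no bar at 150 bases in 8 genes, and ATG8C keeps 10 full-length reads of 67.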

To functionally verify *Δatg8* as an autophagy-deficient mutant, we performed the typical nutrient starvation assays (Chung et al., 2010). We transferred 9-day-old *Arabidopsis* seedlings to carbon or nitrogen deprived ½ MS liquid medium for 4 or 6 days, respectively. Similar to what is seen with the autophagy-deficient mutants *atg2* and *atg5* (Wang et al., 2011; Thompson et al., 2005), *Δatg8* plants exhibited reduced growth and discoloration of the cotyledons (Fig. 2B,C). To biochemically validate the *Δatg8* mutant, we performed autophagic flux assays under carbon and nitrogen starvation conditions, by measuring the endogenous levels of the stereotypical autophagy substrate NBR1 (Fig. 2D–G) (Svenning et al., 2011). NBR1 accumulated at a comparable level in both *Δatg8* and *atg5* under all conditions and was insensitive to concanamycin A treatment, which blocks vacuolar degradation (Krebs et al., 2010), denoting that both mutants are defective in autophagic degradation (Fig. 2D–G). Collectively, these results suggest that the *Δatg8* nonuple mutant is deficient in autophagy.

**Fig. 2.**
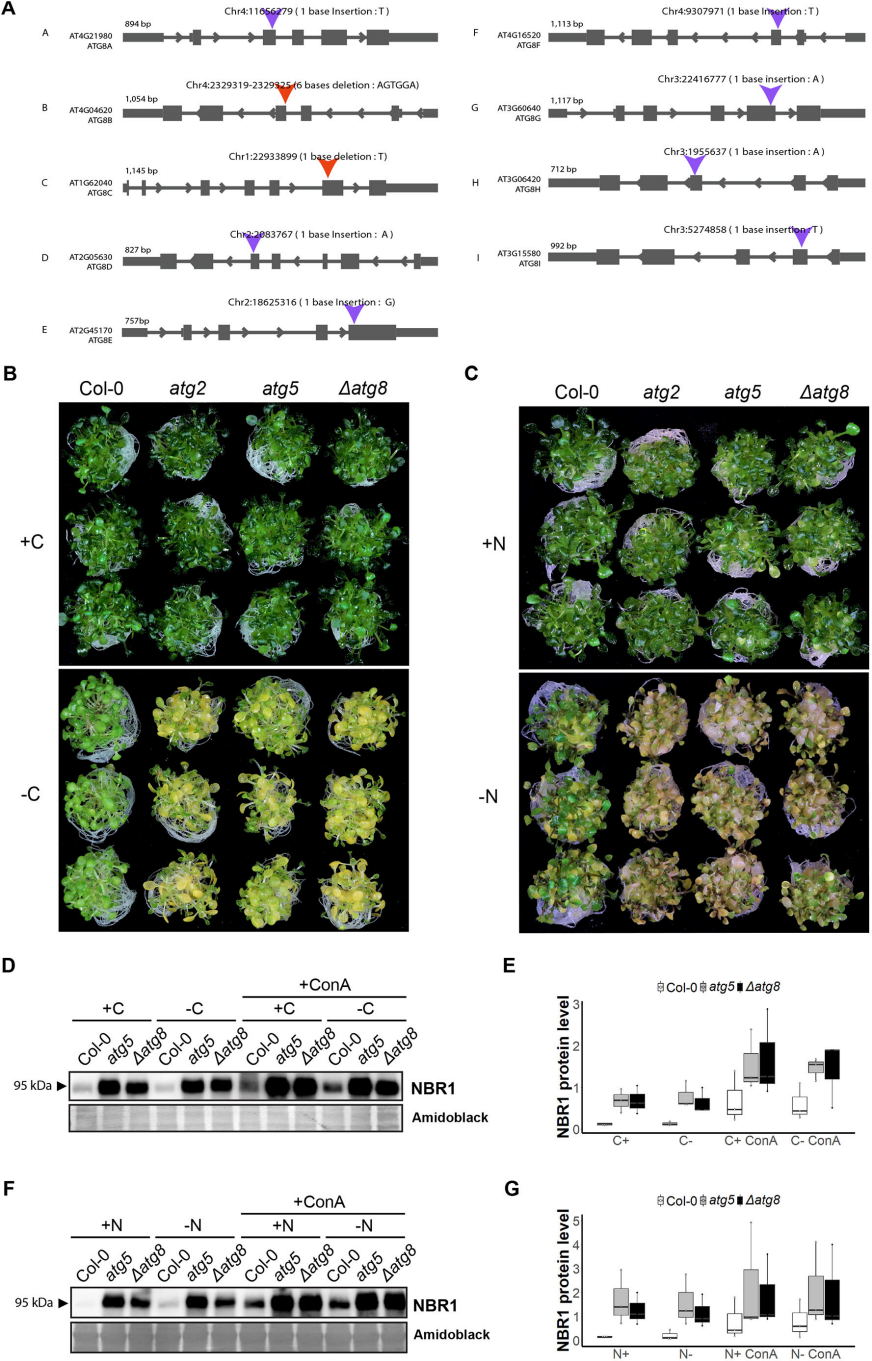
**The *atg8* nonuple mutant *Δatg8* is deficient in autophagy.** (A) Schematic representation of gene models illustrating CRISPR-induced mutations in the ATG8 gene. Blue arrows denote insertion sites; red arrows indicate deletion sites. The forward and reverse arrows within the gene model indicate the directionality of gene transcription, reflecting the strandedness of the gene. (B,C) Carbon (B) and nitrogen (C) starvation phenotypic assays comparing Col-0, *atg5* and *Δatg8* (*n*=3) in carbon-rich (+C) or carbon-deficient (−C) ½ MS liquid medium and nitrogen-rich (+N) or nitrogen-deficient (−N) ½ MS liquid medium. (D–F) Western blots comparing endogenous NBR1 levels in Col-0, *atg5* and *Δatg8* upon carbon (D) and nitrogen (F) starvation, in combination with concanamycin A (1 μM). Relative quantification of protein bands is reported in boxplots (E,G), representing the calculated values for three biological replicates. Boxes range from the 25% to the 75% percentiles, the horizontal lines correspond to the median and whiskers indicate the 5% and 95% percentiles.

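ATG8 proteins are the ubiquitin-like proteins that are conjugated to the lipids of the growing autophagosome. The insertions lay in coding exons of 7 genes and the deletions in coding exons of ATG8B and ATG8C. The size of each indel was estimated by maximum likelihood from the reference lengths of the reads of both plants, with duplicate reads collapsed and 1 read counted per fragment, an estimate that was chosen after the data were examined. It gave an insertion of 1 base in ATG8A, ATG8D, ATG8E, ATG8F, ATG8G, ATG8H and ATG8I, a deletion of 6 bases in ATG8B and a deletion of 1 base in ATG8C. The estimated share of fragments with the indel was 1 for 8 genes and 0.98 for ATG8C, with lower 95% likelihood limits from 0.71 for ATG8C (35 fragments) and ATG8G (13 fragments) to 0.91 for ATG8F (39 fragments). With all reads counted, the same sizes were found for all 9 genes.
All positions are those of TAIR10, with exons numbered in the direction of transcription of the RefSeq transcript. ATG8A (AT4G21980) lies on the plus strand of chromosome 4 from 11655562 to 11657034 and carried its insertion in exon 2 of 5, between bases 11656278 and 11656279. ATG8F (AT4G16520) occupies 9306339 to 9308538 on the minus strand of the same chromosome, with the insertion in exon 3 of 6 between bases 9307970 and 9307971. ATG8B (AT4G04620) is also on the minus strand of chromosome 4, from 2328442 to 2330590. Placed next to the cleavage position, on its side away from the PAM, its deletion removes bases 2329319 to 2329324, which read TCACCT on the plus strand and AGGTGA in the direction of the gene. The last 4 of these bases are coding bases of exon 3 of 5, and the first 2, AG, end the preceding intron at its splice acceptor. This split follows from the assumed place. In ATG8C (AT1G62040, plus strand of chromosome 1, 22932760 to 22934549) the deleted base lies next to base 22933899, in exon 5 of 6. ATG8D (AT2G05630, minus strand of chromosome 2, 2082894 to 2084905) had its insertion between bases 2083766 and 2083767, in exon 5 of 7. ATG8E (AT2G45170), on the plus strand of chromosome 2 from 18624264 to 18625791, had it between bases 18625315 and 18625316, in exon 5 of 5. The remaining 3 genes are on chromosome 3. The insertion of ATG8G (AT3G60640, plus strand, 22415751 to 22417548) lies between bases 22416777 and 22416778 in exon 5 of 6, that of ATG8H (AT3G06420, minus strand, 1954990 to 1956397) between 1955637 and 1955638 in exon 3 of 5, and that of ATG8I (AT3G15580, minus strand, 5273526 to 5275095) between 5274858 and 5274859 in exon 2 of 5. Read lengths give the size of an indel but neither the inserted base nor its place to the base, so that the indels were placed at the predicted cleavage positions.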

### The *Δatg8* mutant is defective in selective autophagy

Nitrogen and carbon starvation are considered to trigger bulk autophagy (Doelling et al., 2002; Xiong et al., 2005). To test whether *Δatg8* is also defective in selective autophagy, we tested its ability to perform mitophagy and pexophagy. For mitophagy, we measured the levels of the outer mitochondrial membrane voltage dependent anion channel I (VDAC) and the matrix protein isocitrate dehydrogenase (IDH) upon 2,4-dinitrophenol (DNP) treatment. DNP is an uncoupler that leads to mitochondrial depolarization and triggers mitophagy (Ma et al., 2021; Georgakopoulos et al., 2017) (Fig. 3A–C; Fig. S3A). Although both VDAC and IDH levels were decreased in the DNP-treated wild-type Col-0 plants, *Δatg8* plants behaved similarly to *atg5* and showed no change in VDAC or IDH levels (Ma et al., 2021). Likewise, when we assessed peroxisome degradation using the catalase antibody, the *Δatg8* mutant behaved similarly to the *atg5* mutant and was unable to perform pexophagy (Yoshimoto et al., 2014) (Fig. 3C,D; Fig. S3B). Although further characterization with multiple pexophagy and mitophagy inducers is required, these results suggest *Δatg8* mutant is defective in mitophagy and pexophagy.

**Fig. 3.**
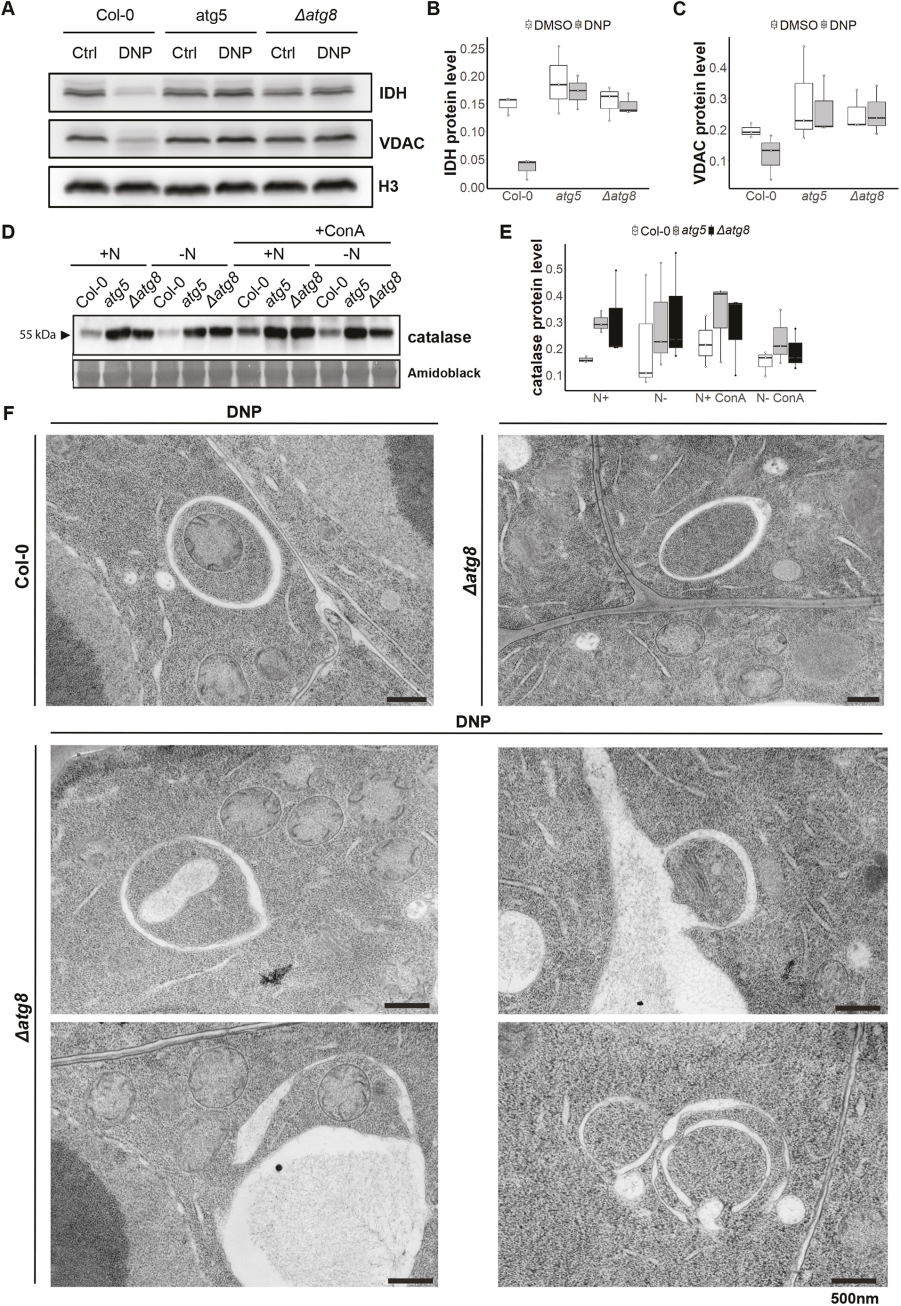
**The *Δatg8* mutant is not able to perform mitophagy and pexophagy.** (A) Western blots comparing endogenous IDH and VDAC levels in Col-0, *atg5* and *Δatg8* upon DNP treatment. (B,C) Relative protein levels of IDH (B) and VDAC (C) are represented in boxplots reporting the calculated values of three biological replicates. (D) Western blots comparing endogenous catalase levels in Col-0, *atg5* and *Δatg8* upon nitrogen starvation treatment (−N). Nitrogen-rich medium, +N. (E) Relative catalase protein levels, calculated from three biological replicates. (F) Electron micrographs of Col-0 and *Δatg8* root cells treated with DNP or DMSO. Images representative of more than 30 sections from three individual roots. Scale bars: 500 nm. For all boxplots, the box represents the 25–75th percentiles, and the median is indicated. The whiskers show the 5th–95th percentiles.

Next, we performed transmission electron microscopy (TEM) analysis of mitophagy in *Arabidopsis* root cells. Although we could detect selective autophagosomal engulfment of mitochondria in wild-type Col-0 plants upon mitophagy induction, we did not observe mitophagosomes in *Δatg8* mutant (Fig. 3F). However, we could still detect double-membraned structures that resembled autophagosomes in the *Δatg8* mutant. These vesicles appear to non-specifically engulf various types of cellular components. Further studies are necessary to understand the nature of these compartments, but a plausible source could be provacuoles, compartments that appear during vacuole biogenesis (Kamada et al., 2010). Indeed, provacuole formation has been reported to be independent of autophagy, as autophagy-deficient mutants can still form provacuoles (Viotti et al., 2013). In summary, our data suggest that the *Δatg8* mutant is unable to carry out autophagic recycling.

### Complementation of *Δatg8* with ATG8A or ATG8H reveals functional specialization

After confirming the autophagy-deficient phenotype of the *Δatg8* mutant, to assess the functional specialization of ATG8 isoforms, we complemented it with GFP tagged ATG8A and ATG8H, representing both clades. First, we analyzed the complemented lines with confocal microscopy. Both GFP–ATG8A and GFP–ATG8H formed bright cytoplasmic puncta, which further accumulated in the vacuole upon concanamycin A treatment and underwent autophagic flux (Fig. S2A,B). The expression levels of GFP–ATG8A and GFP–ATG8H were measured via RT-qPCR, to ensure comparability of the two complementation lines (Fig. S2C).

To assess to what extent they were able to recover the autophagic function and evaluate potential isoform-specific responses to different stressors, we subjected the two complementation lines to starvation assays. Upon carbon starvation, both complementation mutants exhibited a similar phenotype to Col-0 (Fig. 4A). This suggests that both ATG8A and ATG8H can mediate the autophagic recycling of cellular material that ensures survival during carbon deprivation. In contrast, during nitrogen starvation only GFP–ATG8A expression recovered the sensitivity to nitrogen starvation. GFP–ATG8H-expressing lines were similar to the *Δatg8* mutant (Fig. 4B). These results provide functional genetic evidence for ATG8 specialization in *Arabidopsis thaliana*.

**Fig. 4.**
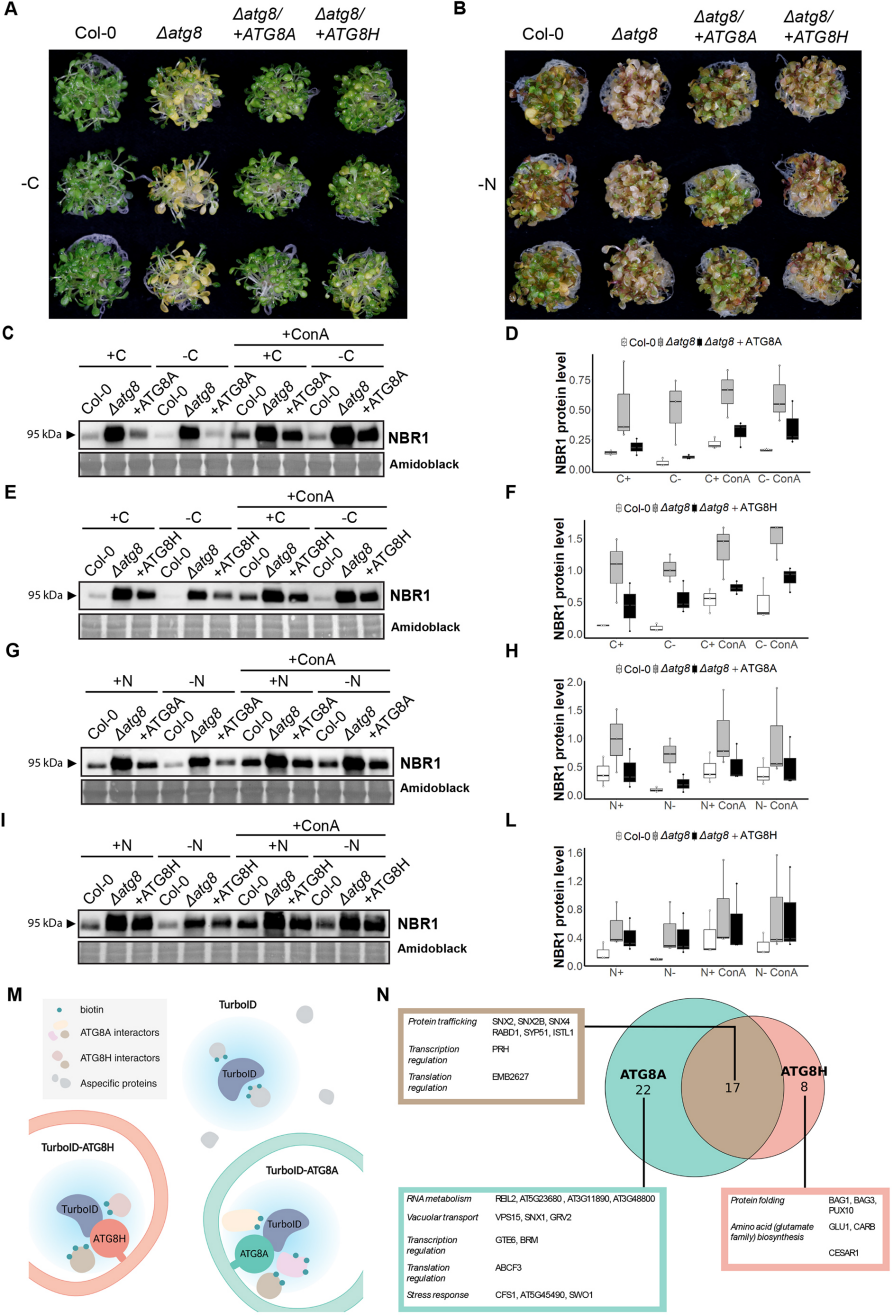
**Complementation of *Δatg8* with ATG8A or ATG8H reveals functional specialization of ATG8 isoforms.** (A,B) Carbon (A) and nitrogen (B) starvation phenotypic assays comparing Col-0, *Δatg8* and complementation lines *Δatg8* /+ATG8A, *Δatg8*/+ATG8H (*n*=3) in carbon-deficient (−C) ½ MS liquid medium and nitrogen-deficient (−N) ½ MS liquid medium. Images representative of two repeats. (C,E,G,I) Western blots comparing endogenous NBR1 levels in Col-0, *Δatg8*, *Δatg8*/+ATG8A (C,G) and *Δatg8* /+ATG8H (E,I) upon carbon (C,E) and nitrogen (G,I) starvation, in combination with concanamycin A (1 μM). (D,F,H,L) Relative quantification of protein bands is reported in boxplots next to the corresponding western blot, representing the calculated values for three biological replicates. (M) Schematic representation of TurboID proximity labeling analysis. (M) Venn diagram reporting common and unique interactors of ATG8A and ATG8H under nitrogen starvation. For all boxplots, the box represents the 25–75th percentiles, and the median is indicated. The whiskers show the 5th–95th percentiles.

To support these findings, we performed autophagic flux assays under carbon and nitrogen starvation. Under carbon starvation conditions, both *Δatg8/+GFP-ATG8A* and *Δatg8/+GFP-ATG8H* had similar NBR1 flux, in contrast to the *Δatg8* mutant (Fig. 4C). This is consistent with the phenotyping results and indicates that both ATG8A and ATG8H can trigger bulk autophagy in response to carbon deprivation. However, during nitrogen starvation NBR1 flux in *Δatg8/+GFP-ATG8H* was similar to the *Δatg8* mutant (Fig. 4D), further corroborating the hypothesis that ATG8H, unlike ATG8A, is not able to fully operate autophagy in response to nitrogen deprivation. This is in line with a recent study that used AtATG8I and demonstrated that it is unable to complement nitrogen starvation sensitivity (Zou et al., 2025). Altogether, these results suggest Clade II isoforms are insufficient to carry out the recycling processes required for tolerating nitrogen starvation.

### ATG8A and ATG8H have distinct proximal interactomes during nitrogen starvation

Following the observation that ATG8A and ATG8H do not respond equally to nitrogen starvation stress, we reasoned that the two isoforms might be interacting with different proteins that are involved in autophagy signaling or cargo recognition. Indeed, our results could be explained by the inability of ATG8H to engage with the nitrogen starvation response signaling or its failure to associate with the selective autophagy receptors recognizing the cargoes that need to be degraded to cope with nitrogen deprivation. To test these hypotheses, we complemented the *Δatg8* mutant with ATG8A and ATG8H fused to the biotinylating enzyme TurboID and determined the ATG8 proximal interactomes during nitrogen starvation (Fig. 4M). We used TurboID alone as negative control. 47 proteins exhibited specific association with both or only one of the two ATG8 isoforms (Table S3). Among these, numerous well-known interactors were found, including several ATG proteins. Interestingly, whereas some ATG proteins showed similar levels of association with ATG8A and ATG8H, such as ATG3, ATG7, ATG14B and ATG18F, other ATG proteins appear to interact prevalently or exclusively with just one isoform (Table S3). In the case of ATG1, ATG1A seems to interact with ATG8A uniquely, whereas ATG1B could associate with both isoforms but still exhibited a stronger association with ATG8A in the conditions tested. ATG1 kinase initiates autophagosome biogenesis and constitutes one of the major targets for autophagy regulation (Kamada et al., 2010; Mizushima, 2010). In light of this, our results might indicate that, during nitrogen starvation, ATG1A and ATG1B recruit ATG8A preferentially to promote nutrient replenishment. It is also interesting to observe that less than one-third of the total ATG8 interactors are shared between ATG8A and ATG8H (Fig. 4N), whereas 22 proteins specifically interact with ATG8A, and eight proteins interact with only ATG8H. As a proof of concept, our proximity labeling analysis suggested that the adaptor protein CFS1 specifically interacts with ATG8A but not with ATG8H, consistent with our previous results (Zhao et al., 2022). Although other interactors need to be further validated, these results suggest single-isoform TurboID lines provide an effective tool to study ATG8 specialization in a wide range of stress conditions.

## DISCUSSION

Given that the core autophagy machinery is shared across various selective autophagy pathways, the question of how cells achieve subcellular compartmentalization of these concurrent mechanisms remains unresolved. A plausible explanation is ATG8 isoform specialization, wherein distinct ATG8 variants interact with specific adaptors, receptors or ATG proteins to direct and compartmentalize autophagic processes. Previous biochemical and proteomic analyses in potato have supported this hypothesis, revealing isoform-specific interactomes (Zess et al., 2019). However, the co-occurrence of multiple ATG8 isoforms within individual autophagosomes (Fig. 1) suggests that some unique interactors might have been overlooked.

In this study, we provide genetic evidence for ATG8 specialization in plants using an *Arabidopsis Δatg8* nonuple mutant complemented with individual ATG8 isoforms. Where mitophagy is observed in HeLa cells lacking multiple ATG8 genes (Nguyen et al., 2016), the *Arabidopsis Δatg8* mutant failed to perform mitophagy and pexophagy, as evidenced by the absence of mitophagosomes and the accumulation of autophagy substrates (Fig. 3). Although double-membraned vesicles were observed in *Δatg8* cells, these are likely provacuolar compartments, which are independent of autophagy.

Interestingly, complementation experiments revealed functional divergence among ATG8 isoforms. Whereas both ATG8A and ATG8H restored carbon starvation sensitivity, only ATG8A was able to complement nitrogen starvation sensitivity (Fig. 4). Consistent with their specialization, proximity labeling proteomics demonstrated distinct interactomes for ATG8A and ATG8H. Further studies are necessary to link the nitrogen sensitivity phenotype to the differentially interacting proteins. Nevertheless, our findings establish the functional specialization of ATG8 isoforms in plants, providing a framework for understanding how cells fine-tune autophagic processes in response to diverse and overlapping signals.

## MATERIALS AND METHODS

### Plant material and cloning

All *Arabidopsis thaliana* lines used originate from the Columbia (Col-0) ecotype. The *Δatg8* mutant was generated with two rounds of CRISPR editing. First, the CRISPR/Cas9 construct including gRNAs for all nine AtATG8 genes and an intronized Cas9 was assembled according to a protocol previously described (Grützner et al., 2021). The construct was assembled in binary vector pAGM62636 (Grützner et al., 2021), which contains a p15 origin of replication for low copy number replication in *E. coli* and an *Agrobacterium rhizogenes* A4 origin for single copy replication in Agrobacterium, resulting in plasmid pAGM70811. This vector backbone was chosen to minimize the risk or recombination between the 9 guides RNA cassettes present on the same plasmid. The gRNAs sequences (5′-3′) are as follows: ATG8A (AT4G21980), AGCTTACGGGAATTCTGTCA; ATG8B (AT4G04620): GAACTCAATACAGGTGATTG; ATG8C (AT1G62040), CAGTTAGATCAGCTGGAACA; ATG8D (AT2G05630), AAGAGGATGTTCATGCTTG; ATG8E (AT2G45170), CTGTTAGGTCTGATGGCACA; ATG8F (AT4G16520), TTCAGAGAAGAGAAGGGCAG; ATG8G (AT3G60640), GAGGAGACAGTACCGGTGGG; ATG8H (AT3G06420), AAACGCAGATCTGCCAGACA; and ATG8I (AT3G15580), GATGAAAGGCTCGCGGAGTCG.

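Each of these guide RNAs had a perfect match in TAIR10, with its cleavage position in the coding sequence of its gene. Coordinates give the first and last base of the match, and the sequences read in the direction of the guide RNA, with 10 bases before it and 13 bases from the PAM onwards. The ATG8A guide RNA matches the minus strand of chromosome 4 from 11656276 to 11656295, within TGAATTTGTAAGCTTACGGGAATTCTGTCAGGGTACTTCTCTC. On the same strand, the match for ATG8B runs from 2329316 to 2329335 (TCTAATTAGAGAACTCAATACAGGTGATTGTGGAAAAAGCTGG) and that for ATG8F from 9307968 to 9307987 (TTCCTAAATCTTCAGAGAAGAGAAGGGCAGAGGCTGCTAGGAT). For ATG8C it lies on the minus strand of chromosome 1 from 22933897 to 22933916, within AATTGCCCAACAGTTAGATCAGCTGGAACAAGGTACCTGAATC, and for ATG8E on the minus strand of chromosome 2 from 18625313 to 18625332, within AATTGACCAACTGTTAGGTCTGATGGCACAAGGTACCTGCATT. The 3 guide RNAs for chromosome 3 also match the minus strand. They cover 22416775 to 22416794 in ATG8G (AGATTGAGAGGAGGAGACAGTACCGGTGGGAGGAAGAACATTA), 1955635 to 1955654 in ATG8H (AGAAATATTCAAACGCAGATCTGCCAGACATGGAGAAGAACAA) and 5274856 to 5274876 in ATG8I (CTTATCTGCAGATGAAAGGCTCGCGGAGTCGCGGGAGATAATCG). The match of the ATG8D guide RNA is on the plus strand of chromosome 2 from 2084740 to 2084758, within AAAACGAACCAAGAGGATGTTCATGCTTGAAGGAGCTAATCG. As printed it has 19 bases, and the 4 bases that follow it in the genome are AAGG, so that the NGG PAM begins 1 base further on. The other 8 guide RNAs are directly followed by an NGG PAM.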

Primary transformants were genotyped by amplicon sequencing. The data was analyzed using a custom-built pipeline to retrieve indel frequencies in the ATG8 genes, using bwa and samtools *mpileup* (Xing et al., 2014; Lampropoulos et al., 2013). Code and documentation are available at https://github.com/pierre-bourguet/CRISPR_genotyping.git. Following sequencing, we could only confirm the successful mutation of eight of the nine isoforms. Therefore, a second CRISPR/Cas9 was employed to target the last gene (ATG8D; AT2G05630). The construct was assembled according to the protocol previously described (Langmead and Salzberg, 2012), on pHEE401E plasmid, with the following gRNAs sequences (5′-3′): GAACAACAGAGACTCGACCA and GTGATGTCCCGGATATTGAT. 

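Full-length reads were absent in both plants at the site of the second of these guide RNAs, and the other guide RNA sites of ATG8D kept full-length reads. At the site of GTGATGTCCCGGATATTGAT, on the minus strand of chromosome 2 from 2083764 to 2083783 (within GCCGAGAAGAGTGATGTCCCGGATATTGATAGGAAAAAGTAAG), 0 of 38 reads in plant 1 and 0 of 18 reads in plant 2 were full-length. At its control positions, 43.5% of 191 reads and 46.7% of 137 reads were full-length, respectively (adjusted p = 2.09e-07 and 9.19e-05, Fisher's exact test). At the site of the other guide RNA of this round, on the plus strand from 2084329 to 2084348 (within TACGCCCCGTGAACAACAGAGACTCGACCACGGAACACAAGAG), 14 of 22 reads in plant 1 and 8 of 15 reads in plant 2 were full-length. This full-length share was higher than at the control positions in plant 1, where it was 63.6% against 33.8% (adjusted p = 0.0133 in the same exact test), and did not differ detectably in plant 2 (adjusted p = 1). At the site of the first-round guide RNA, 11 of 21 and 7 of 9 reads were full-length, against 30.0% and 39.3% at its control positions (adjusted p = 0.0576 and 0.0425 in the same exact test). For both of these sites, 1 of the 8 control positions lies next to the insertion in ATG8D, at 21 bp for the second-round site and 10 bp for the first-round site. Without that position, a comparison chosen after the data were examined, the control positions had 45.9% and 61.3% full-length reads for the second-round site (unadjusted p = 0.160 and 0.574, Fisher's exact test) and 41.1% and 46.7% for the first-round site (unadjusted p = 0.466 and 0.0916 in the same exact test), and no difference was detected.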

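CRISPR vectors can carry promoters taken from Arabidopsis genes, and further copies of a promoter add reads at its place in the genome. The paper names the vectors of its CRISPR constructs but not the promoters in them. Whether such promoters account for the depth described here stays open. Depth upstream of U6-26, EC1.1, EC1.2 and RPS5A stood far above the median nuclear depth in both Δatg8 plants. U6-26 encodes a small nuclear RNA whose RNA polymerase III promoter is widely used for guide RNAs, the EC1 genes are expressed in the egg cell, and RPS5A encodes a ribosomal protein of dividing cells. The highest 100 bp bin within 600 bp upstream of the gene was 38.2 ± 1.94 times the median nuclear depth for U6-26 (SD, n = 2 plants), 9.41 ± 0.368 for EC1.1, 6.13 ± 0.583 for EC1.2 and 5.23 ± 1.05 for RPS5A. Among the same windows of all annotated genes, the lowest of these values, that of RPS5A in plant 2, lay at the 99.8th percentile. The median depth over the gene itself was lower, with ratios of 0.939 for U6-26, 1.90 for EC1.1, 1.04 for EC1.2 and 1.47 for RPS5A. For U6-26, depth was raised again in the 50 bp steps from 100 to 250 bp past the gene start. It reached 4.17 times the median nuclear depth in plant 1 and 3.56 times in plant 2. The highest steps past the gene start in plants 1 and 2 were 4.12 and 4.38 for EC1.1, 1.24 and 1.48 for EC1.2 and 4.27 and 3.68 for RPS5A. The 100 bp bins upstream of each gene with at least 2 times the median depth in both plants lay between 4560612 and 4561111 on chromosome 3 for U6-26 (AT3G13855), between 28810540 and 28811039 on chromosome 1 for EC1.1 (AT1G76750), between 9282488 and 9283787 on chromosome 2 for EC1.2 (AT2G21740) and between 3779546 and 3781045 on chromosome 3 for RPS5A (AT3G11940). For EC1.2 and RPS5A they did not form a single stretch, with 9 and 12 such bins, respectively, and RPS5A fell below the median about 200 bp upstream of the gene.
Of the other promoters listed before the data were examined, U6-29 had a ratio of 0.971 ± 0.145 (SD, n = 2 plants), UBQ10 of 0.841 ± 0.0411, OLE1 of 1.37 ± 0.260, ACT2 of 1.89 ± 0.0436 and U6-1 of 2.10 ± 0.111. All 5 lay below the 90th percentile of all annotated genes in both plants. With duplicate reads counted once, the U6-26 ratio was 11.3. As the mean of the 300 bp next to the gene, the ratio was 16.0 for U6-26 and 1.38 for RPS5A.

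**Figure D2:**
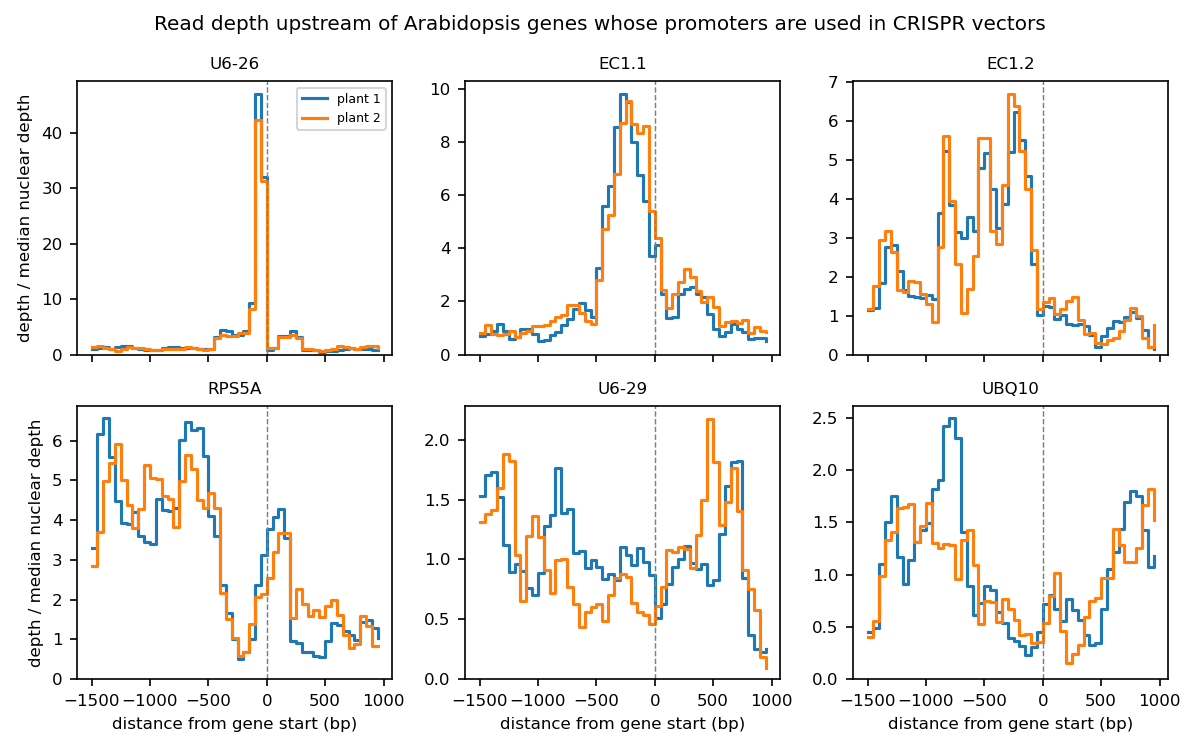
Read depth in 50 bp steps, divided by the median nuclear depth, around the start of 6 Arabidopsis genes (dashed line) in plant 1 (blue) and plant 2 (orange), with a separate y axis per gene. Depth upstream of U6-26, EC1.1, EC1.2 and RPS5A is raised in both plants, while U6-29 and UBQ10 show no rise of this kind just upstream of the gene. For U6-26, a second rise lies in the steps from 100 to 250 bp past the gene start.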

The nonuple mutant *Δatg8* contains both T-DNA CRISPR/Cas9 cassettes and is resistant to BASTA and hygromycin. 

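In each Δatg8 plant taken alone, the maximum likelihood estimate of the share of fragments with an indel was 1 for ATG8A, ATG8B, ATG8D, ATG8E, ATG8F, ATG8G, ATG8H and ATG8I. For ATG8C, it was 0.94 in plant 1 and 1 in plant 2. The lower 95% likelihood limit was at least 0.59 for every gene in plant 1, with 9 to 24 fragments per gene. In plant 2, with 4 to 17 fragments per gene, it was lowest for ATG8B (0.26), ATG8G (0.29) and ATG8I (0.47) and at least 0.59 for the other 6 genes. This estimate, chosen after the data were examined, counts each fragment once. The reads come from DNA of whole seedlings, so that the shares refer to the DNA of a plant and not to single cells.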

The mutations of nine ATG8 isoforms were confirmed via single-cell sequencing.

All the plasmids, except pAGM7081, were assembled through the GreenGate cloning procedure (Danecek et al., 2021) and were constructed as follows: pGGZ003_ATG8X::GFP-GUS (where X represents the nine ATG8 isoforms, from A to I); pUBQ10::mCherry-ATG8E; pUBQ10::GFP-ATG8A; pUBQ10::GFP-ATG8D; pUBQ10::GFP-ATG8E; pUBQ10::GFP-ATG8I; pGGSUN_RPS5::mCherry-TurboID; pGGSUN_RPS5::mCherry-TurboIDATG8A; pGGSUN_RPS5::mCherry-TurboID-ATG8H; pGGSUN_HTR5::GFP-ATG8A; pGGSUN_HTR5::GFP-ATG8H. Apart from pATG8X::GFP-GUS-expressing plants, which are hygromycin resistant, transformants were selected via seed coat fluorescence. The coding sequences of ATG8A and ATG8H carry silent mutations to avoid CRISPR/Cas9 targeting. The point mutations from the start codon are the following: ATG8A, 81 bp T>A, 84 bp C>T, 87 bp A>G, 93 bp C>G; for ATG8H, 123 bp C>T, 126 bp A>C, 129 bp T>C, 135 bp A>G, 138 bp C>T.

### DNA sequencing and analysis

High-quality DNA was extracted using the cetyltrimethylammonium bromide (CTAB) method and used to construct Illumina-compatible libraries with the Nextera XT DNA Library Preparation Kit, following the manufacturer's instructions. Sequencing was performed on an Illumina NextSeq instrument in paired-end 150 bp mode. Raw FASTQ files obtained from sequencing were quality-checked and adapter-trimmed using TrimGalore (https://github.com/FelixKrueger/TrimGalore) with default settings. 

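Many aligned reads of both plants covered fewer than 150 reference bases, which trimming or clipping by the aligner can cause. At 10000 random nuclear positions, 49.4% of the reads in plant 1 and 47.5% of those in plant 2 covered 150 reference bases, 16.2% and 15.8% covered 149 bases, and 5.68% and 5.60% covered 148 bases. Only 0.152% and 0.134% covered 151 bases. A read with a deletion of 1 base that has also lost 1 base in trimming or clipping covers 150 bases, as does an untrimmed read of an unedited gene. A read with an insertion of 1 base covers 149 bases or fewer.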

The trimmed FASTQ files were aligned to the TAIR10 genome using Bowtie2 (Langmead and Salzberg, 2012) with the parameters -D 15 -R 2 -N 0 -L 22 -i S,1,1.15. 

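Of the aligned reads, 13.8% in plant 1 and 13.4% in plant 2 lay on the plastid genome, and 1.11% and 1.16% on the mitochondrial genome. The nuclear chromosomes received 26169057 and 16814182 reads, and 3.05% and 3.50% of the nuclear 100 bp bins held no read. Reads that shared start, end and strand with another read made up 31.4% of the reads in plant 1 and 25.1% in plant 2. All reads carry a mapping quality of 60, which is above the usual scale of Bowtie2, so that the step that set it is open, and a minimum mapping quality changes no count.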

The resulting aligned BAM files were sorted and indexed using SAMtools (Danecek et al., 2021) and manually inspected for insertions or deletions using the Integrative Genomics Viewer (IGV). Deletions and insertions were manually inspected, and the corresponding changes in cDNA and protein sequences were catalogued (Table S1).

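With the indel sizes estimated by maximum likelihood from both plants together, all 9 predicted ATG8 proteins are shortened. The coding sequence of each gene was changed at the predicted cleavage position by the size of the indel from the maximum likelihood estimate, with an unknown base for each inserted base, and translated. The wild-type proteins predicted from RefSeq have the sequences of Table S1 for all 9 genes. The shortest products were predicted for ATG8F, with 20 residues in place of 121, and ATG8I, with 22 in place of 115. They were followed by ATG8B (54 in place of 122), ATG8A (55 in place of 137), ATG8C (55 in place of 119) and ATG8D (90 in place of 164). ATG8H (91 in place of 119), ATG8G (97 in place of 121) and ATG8E (99 in place of 122) had the longest products relative to the wild-type length, with 76.5%, 80.2% and 81.1%, respectively, of which only the first 45, 87 and 53 residues are shared with the wild-type protein in Table S1. All 9 predicted lengths match those of the mutant proteins that the paper lists in Table S1. Each length follows from the predicted cleavage position and the estimated size, and that estimate was chosen after the data were examined. The coding sequence gained 1 base in 7 genes, lost 1 base in ATG8C and lost 4 bases in ATG8B. At the assumed place of the ATG8B deletion, the other 2 of its 6 bases are the AG that ends the intron, its splice acceptor. The 54 residues of ATG8B therefore assume that place and unchanged splicing, and the effect on splicing was not measured. With the insertion of 2 bases that the read lengths gave for ATG8A before the maximum likelihood estimate, its predicted protein has 47 residues. By the length change in largest excess over the control positions, plant 1 alone gave 165 residues for ATG8D, not shorter than the wild type. By the same rule, plant 2 alone gave 116 for ATG8I, also not shorter, 58 for ATG8H, 91 for ATG8G and 43 for ATG8B. The maximum likelihood estimate, with duplicates collapsed and 1 read per fragment, gave each plant alone the size found in both together, for all 9 genes. With all reads counted, it gave an insertion of 10 bases for ATG8B in plant 2 alone. With the maximum likelihood sizes, the frame changes after residue 16 of ATG8F and ATG8I at the earliest and after residue 89 of ATG8D at the latest.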

### Plant growth and treatments

For standard plant growth, *Arabidopsis* seeds were gas sterilized with sodium hypochlorite+HCl (10:1 v/v), sown on water-saturated soil and grown in 16-h-light–8-h-dark photoperiod with 165 μmol m^2^ s^−1^ light intensity. For *in vitro* growth, *Arabidopsis* seeds were surface sterilized in 70% ethanol for 10 min twice, then rinsed in absolute ethanol and dried on sterile paper. Seeds were sown on ½ MS liquid medium [Murashige and Skoog salt+Gamborg B5 vitamin mixture (Duchefa) supplemented with 0.5 g/liter MES and 1% sucrose, pH 5.7], vernalized at 4°C in the dark for 2 days, and then grown under LEDs with 85 μM/m²/s with a 14-h-light–10-h-dark photoperiod.

For drug treatments, all drugs were dissolved in DMSO and added to the desired concentration: 3 µM Torin 1 (Santa Cruz Biotechnology; CAS 1222998-36-8), 10 µg/ml tunicamycin (Santa Cruz Biotechnology; CAS 11089-65-9), 1–2 µM concanamycin A (Santa Cruz Biotechnology; CAS 80890-47-7), 50 µM DNP (Sigma-Aldrich; D198501-1KG). An equal amount of pure DMSO was added to control samples.

For confocal microscopy, *Arabidopsis* seeds were sterilized by 70% ethanol+0.05% Tween 20 (Sigma-Aldrich) for 5 min and were subsequently by 100% ethanol for 10 min. Sterilized seeds were stored in sterile water at 4°C for 1 day for vernalization. Vernalized seeds were spread on ½ MS medium plates (+1% plant agar; Duchefa) and vertically grown at 21°C at 60% humidity under LEDs with 50 mM/m^2^s a and a 16-h-light–8-h-dark photoperiod. 5-day-old seedlings were incubated in ½ MS medium containing DMSO for 2 h, 3 μM Torin 1 for 2 h, 10 μg/ml tunicamycin for 4 h or 2 μM concanamycin for 2.5 h before imaging.

### Carbon and nitrogen starvation assays

*A. thaliana* seeds (∼30 per sample, three replicates per condition) were sterilized with ethanol, sown in ½ MS liquid medium, vernalized at 4°C in the dark for 2 days and grown at 21°C under LEDs with 85 μM/m^2^/s and a 14-h-light–10-h-dark photoperiod. The starvation treatments were performed on 9-day-old seedlings, by replacing ½ MS liquid medium with the same medium (as control), ½ MS liquid medium without sucrose for carbon starvation or ½ MS liquid medium without nitrogen (Murashige & Skoog without Nitrogen, Caisson Laboratories; MSP21) for nitrogen starvation. Prior to medium replacement, the seedlings were washed twice with 1 ml of the new medium to ensure proper removal of the previous medium. For carbon starvation, the seedlings were kept in the dark. Pictures of the samples were taken after 4 days of carbon starvation and 6 days of nitrogen starvation.

### Confocal microscopy

For confocal microscopy, *Arabidopsis* seedlings were placed on a microscope slide with water and covered with a coverslip. The epidermal cells of root transition and elongation zone were used for image acquisition. Confocal images were acquired via an upright point laser scanning confocal microscope ZEISS LSM800 Axio Imager.Z2 (Carl Zeiss) equipped with high-sensitive GaAsP detectors (gallium arsenide), a LD C-Apochromat 40× objective lens (numerical aperture 1.1, water immersion) and ZEN software (blue edition 3.8, Carl Zeiss). GFP signals were excited at 488 nm and detected between 488 and 545 nm. mCherry signals were excited at 561 nm and detected between 570 and 617 nm.

### Image processing and statistics

Confocal images were processed and quantified by Fiji (version 1.52, Fiji). The mCherry–ATG8E colocalization ratio was calculated as the ratio of the number of mCherry–ATG8E puncta that colocalized with GFP-ATG8 isoforms to the total number of mCherry–ATG8E puncta. Statistics tests were performed via GraphPad Prism 8.1.1.

### Protein extraction and western blotting

20-40 *A. thaliana* seeds per sample were surface sterilized with ethanol, sown in ½ MS liquid medium, vernalized at 4°C in the dark for 2 days and grown for 7 days at 21°C under LEDs with 85 μM/m^2^/s with a 14-h-light–10-h-dark photoperiod. For starvation treatments, performed overnight, the ½ MS liquid medium was replaced with the same medium (as control), ½ MS liquid medium without sucrose for carbon starvation or ½ MS liquid medium without nitrogen (Murashige & Skoog without Nitrogen, Caisson Laboratories; MSP21) for nitrogen starvation. For carbon starvation, the samples were kept in the dark. When required, 1 µM concanamycin A (Santa Cruz Biotechnology; CAS 80890-47-7) was added to the new medium. The seedlings were harvested in safe lock Eppendorf tubes containing 2 mm diameter glass beads, flash frozen in liquid nitrogen and pulverized using a Silamat S7 (Ivoclar vivident). Total proteins were extracted in 2× Laemmli buffer by agitating the samples in the Silamat S7 for 20 s. The samples were boiled at 70°C and 1000 rpm shaking for 10 min, then centrifuged at maximum speed (21,300 ***g*** for 10 min) with a benchtop centrifuge. Total proteins were quantified with the Amido Black method. 10 µl of supernatant was added to 190 µl of deionized water, vortexed and then mixed with 1 ml of Amido Black buffer [10% acetic acid, 90% methanol, 0.05% (w/v) Amido Black (Napthol Blue Black, Sigma N3393)] by inverting the tubes. After 10 min centrifugation at maximum speed, pellets were washed with 1 ml of wash buffer (10% acetic acid, 90% ethanol), mixed by inversion, and centrifuged for another 10 min at maximum speed. Pellets were resuspended in 0.2 N NaOH and OD_630 nm_ was measured, with NaOH solution as blank, to quantify protein concentration with the OD=a[C]+b determined curve. 15 µg of total protein extracts were separated on SDS-PAGE gels and blotted onto PVDF Immobilon-P membrane (Millipore). NBR1 was detected using the anti-NBR1 antibody (rabbit polyclonal; Agrisera; AS14 2805) diluted 1:10,000. Catalase proteins were detected with Anti-cat antibody (rabbit polyclonal; Agrisera; AS09 501), diluted 1:1000. GFP was detected with the anti-GFP antibody (mouse monoclonal; Roche; 11814460001), diluted 1:5000. mCherry was detected using the anti-RFP antibody [6G6] (mouse monoclonal; ChromoTek; AB_2631395), diluted 1:5000. ATG8 was detected with anti-ATG8(a-i) antibody (rabbit polyclonal; Agrisera; AS14 2811), diluted 1:4000. Rabbit polyclonal antibody was detected with a goat anti-rabbit IgG HRP-linked antibody (Invitrogen, 65-6120) diluted 1:5000. Mouse monoclonal antibody was detected with a goat anti-mouse IgG HRP-linked antibody (Bio-Rad, #1706516) diluted 1:5000. Hybridized membranes were reacted with SuperSignal™ West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific) and imaged using an iBright CL1500 Imaging System (Invitrogen).

Protein bands were quantified with ImageJ according to the protocol previously described (Stael et al., 2022) and normalized on the loading control. The calculated values for three biological replicates are presented in boxplots, where the boxes range from the 25% to the 75% percentiles, the horizontal lines correspond to medians and whiskers indicate the 5% and 95% percentiles. Boxplots and other visualizations were generated using the ggplot2 package in R (https://ggplot2.tidyverse.org). For mitophagy assays, 5-day-old *Arabidopsis* seedlings were treated with 50 µM DNP (Sigma-Aldrich, D198501-1KG), or an equal amount of DMSO, for 2–3 h in the dark, then moved to liquid ½ MS medium for 1 h recovery under light. Protein extraction and immunoblot analysis was performed as previously reported (Ma et al., 2021).

### GUS staining

10-day-old *Arabidopsis* seedlings expressing pATG8X::GFP-GUS (X represents the nine ATG8 isoforms, from A to I) were first immersed in acetone for 20 min and then washed with the GUS buffer (50 mM NaPO_4_, 2 mM K-ferrocyanide, 2 mM K-ferricyanide, 0.2% Triton X-100). The washed samples were subsequently incubated in GUS staining buffer [GUS buffer+2 mM X-Gluc (Thermo Scientific)] under 37°C until a blue coloration was visible. The stained samples were then washed and discolored with 100% ethanol and were ready for photographing.

### RNA extraction and RT-qPCR

20–40 *A. thaliana* seeds for each sample were surface sterilized with ethanol, sown in ½ MS liquid medium, vernalized at 4°C in the dark for 2 days and grown at 21°C under LEDs with 85 μM/m^2^/s with a 14-h-light–10-h-dark photoperiod. 7-days old seedlings were harvested in safe lock Eppendorf tubes containing 2 mm diameter glass bead, flash frozen in liquid nitrogen and ground using a Silamat S7 (Ivoclar vivident). RNA was extracted using the Direct-zol™ RNA MiniPrep Kit (Zymo Research) according to the protocol. 1 µg of total RNA was treated with DNase I (Thermo Fisher Scientific), and one-third of the reaction was reverse transcribed using the SuperScript™ IV First-Strand Synthesis System (Invitrogen) with 2.5 µM oligo d(T)20 primer. RT-qPCR was performed in 10 µl with Kapa SYBR Fast qPCR universal mix (Kapa Biosystems) using 200 nM final primer concentration in a Roche LightCycler 96 with the program: (95°C, 5 min) initial denaturation; (95°C 10 s, 60°C 15 s, 72°C 15 s) cycling for 45 times, with single acquisition mode. Melting curve: 95°C 5 s, 55° 1 min, 95°C in continuous acquisition mode with a ramp rate of 0.11°C/s, 5 acquisition per °C. For each sample, three technical replicates were prepared, and expression levels were normalized on ACT2 (AT3G18780) and UBQ9 (AT5G37640) as internal controls. Primers were designed according to the instructions in the protocol and are as follows (5′-3′): GGTCCTGCTGGAGTTCGTG+GAAGATTCACTCATCCTTGCCTCGAG (for GFP–ATG8A); GGTCCTGCTGGAGTTCGTG+CTCTCATCAGAGGAGAATTGATCCTTGAA (for GFP–ATG8H); ATCGTGTGTGACAATGGTACCG+GGTTCATCCCAACCATGACAC (for ACT2); and TCAGCACATTCCAGCAGATGT+ATTCATAAAACCCCAGCTTTTTAAGCCT (for UBQ9).

### Affinity purification of biotinylated proteins and nanoLC-MS/MS analysis

*A. thaliana* seeds were surface sterilized with ethanol, stratified for 2 days at 4°C in the dark and then grown in ½ MS (Duchefa), 0.5% MES and 1% sucrose under LEDs with 85 μM/m^2^/s and a 14-h-light–10-h-dark photoperiod. 7-day-old seedlings were washed and treated with nitrogen-deficient ½ MS medium (or control ½ MS medium) overnight and the following morning 50 μM biotin was added to the medium. After 1 h of biotin incubation, the seedlings were quickly rinsed in ice-cold water, dried and frozen in liquid nitrogen. Around 1 g of plant tissue was used for each sample and the affinity purification of biotinylated proteins was performed as previously described (Mair et al., 2019).

For MS analysis, the nano HPLC system (UltiMate 3000 RSLC nano system) was coupled to an Orbitrap Exploris 480 mass spectrometer, equipped with a Nanospray Flex ion source (all parts Thermo Fisher Scientific). Peptides were loaded onto a trap column (PepMap Acclaim C18, 5 mm×300 μm ID, 5 μm particles, 100 Å pore size, Thermo Fisher Scientific) at a flow rate of 25 μl/min using 0.1% TFA as mobile phase. After loading, the trap column was switched in line with the analytical column (PepMap Acclaim C18, 500 mm×75 μm ID, 2 μm, 100 Å, Thermo Fisher Scientific). Peptides were eluted using a flow rate of 230 nl/min, starting with the mobile phases 98% A (0.1% formic acid in water) and 2% B (80% acetonitrile, 0.1% formic acid) and linearly increasing to 35% B over the next 120 min. This was followed by a steep gradient to 95% B in 1 min, stayed there for 6 min and ramped down in 2 min to the starting conditions of 98% A and 2% B for equilibration at 30°C. The Orbitrap Exploris 480 mass spectrometer was operated in data-dependent mode, performing a full scan (*m*/*z* range 350–1200, resolution 60,000, normalized AGC target 300%) at three different compensation voltages (CV −45 V, −60 V and −75 V), followed by MS/MS scans of the most abundant ions for a cycle time of 0.9 s for each. MS/MS spectra were acquired using an isolation width of 1.2 *m*/*z*, normalized AGC target 200%, HCD collision energy of 30%, maximum injection time mode set to custom and resolution of 30,000. Precursor ions selected for fragmentation (include charge state 2–6) were excluded for 45 s. The monoisotopic precursor selection (MIPS) mode was set to peptide and the exclude isotopes feature was enabled.

### MS data processing

For peptide identification, the RAW files were loaded into Proteome Discoverer (version 2.5.0.400, Thermo Fisher Scientific). All MS/MS spectra were searched using MSAmanda v2.0.0.19924 (Dorfer et al., 2014). The peptide mass tolerance was set to ±10 ppm and fragment mass tolerance to ±10 ppm, the maximum number of missed cleavages was set to two, using tryptic enzymatic specificity without proline restriction. The RAW files were searched against the *Arabidopsis* database (32,785 sequences; 14,482,855 residues), supplemented with common contaminants and sequences of tagged proteins of interest. The following search parameters were used: oxidation on methionine, phosphorylation on serine, threonine and tyrosine, deamidation on asparagine and glutamine, iodoacetamide derivative on cysteine, β-methylthiolation on cysteine, biotinylation on lysine, ubiquitylation residue on lysine, ubiquitination on lysine, pyro-glu from q on peptide N-terminal glutamine, acetylation on protein N-terminus were set as variable modifications. The result was filtered to 1% false discovery rate (FDR) on protein level using the Percolator algorithm (Käll et al.. 2007) integrated in Proteome Discoverer. The localization of the post-translational modification sites within the peptides was performed with the tool ptmRS, based on the tool phosphoRS (Taus et al., 2011). Additionally, an Amanda score cut-off of at least 150 was applied. Protein areas have been computed in IMP-apQuant (Doblmann et al, 2019) by summing up unique and razor peptides. Resulting protein areas were normalized using iBAQ (Schwanhäusser et al., 2011) and sum normalization was applied for normalization between samples. Match-between-runs (MBR) was applied for peptides with high confident peak area that were identified by MS/MS spectra in at least one run. Proteins were filtered to be identified by a minimum of 2 PSMs in at least one sample and quantified proteins were filtered to contain at least three quantified peptide groups. Statistical significance of differentially expressed proteins was determined using limma (Smyth, 2004) (Table S2).

To identify potential interactors, the log2 fold change (log2FC) was calculated comparing average PSMs in TID-ATG8A samples (*n*=3) or TID-ATG8H samples (*n*=3) against the TID control (*n*=3). Proteins with average PSMs>3, log2FC>1 and *P*-value>0.05 were selected as potential interactors. The list of potential interactors is provided in Table S3. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD058764

### TEM

The TEM assay was performed following the previously established method (Ma et al., 2021; Kang, 2010). Briefly, 5-day-old *Arabidopsis* seedlings were germinated on ½ MS plates and dissected under microscopy before freezing. For high-pressure freezing, the root tips were collected and immediately frozen with a high-pressure freezer (EM ICE, Leica). For freeze substitution, the root tips were replaced with 2% osmium tetroxide in anhydrous acetone and maintained at −80°C for 24 h using an AFS2 temperature-controlling system (Leica). Subsequently, the samples were subjected to three washes with precooled acetone and slowly warmed up to room temperature over a 60-h period before being embedded in EPON resin. After resin polymerization, samples were mounted and trimmed. For the ultrastructure studies, 100 nm thin sections were prepared using an ultramicrotome (EM UC7, Leica) and examined with a Hitachi H-7650 TEM (Hitachi-High Technologies) operated at 80 kV. For each sample (wild-type and *Δatg8*), more than 30 sections from three individual roots were examined.

## Supplementary Material

10.1242/joces.263803_sup1 Supplementary information

Table S1. Sequences of ATG8 proteins after CRISPR mutagenesis

Table S2. Raw data for ATG8 proximity labeling proteomics

Table S3. ATG8A and ATG8H proxitomes upon nitrogen starvation

# Supplementary material for: An A. thaliana mutant lacking all nine ATG8 isoforms provides genetic evidence for functional specialization of ATG8 in plants
**Source:** J Cell Sci. 2025 Sep 10;138(17):jcs263803. doi: 10.1242/jcs.263803
**Supplement:** Supplementary information

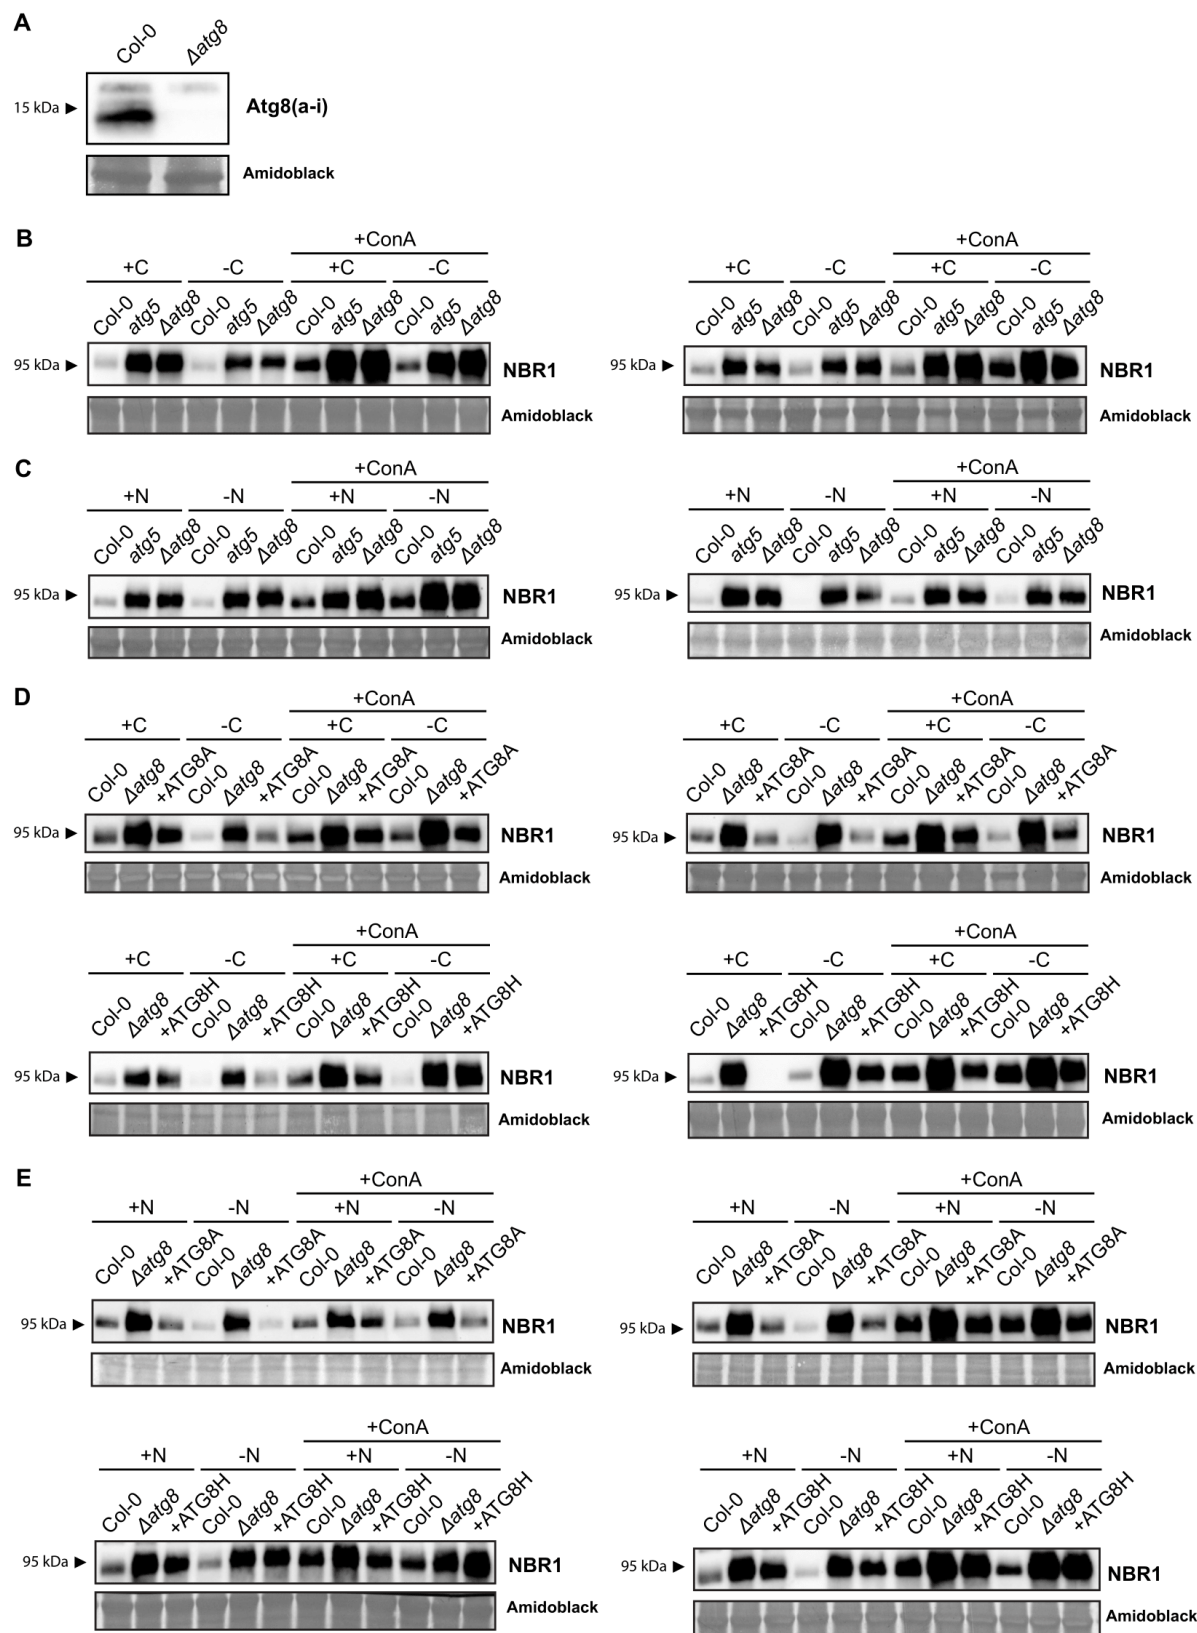

Fig. S1. (A) Western blot comparing endogenous ATG8 protein levels in Col-0 and Δ atg8 mutant. (B-E) Replicates of western blots in Fig. 2 (D, F) and Fig. 4 (C, E, G, I).

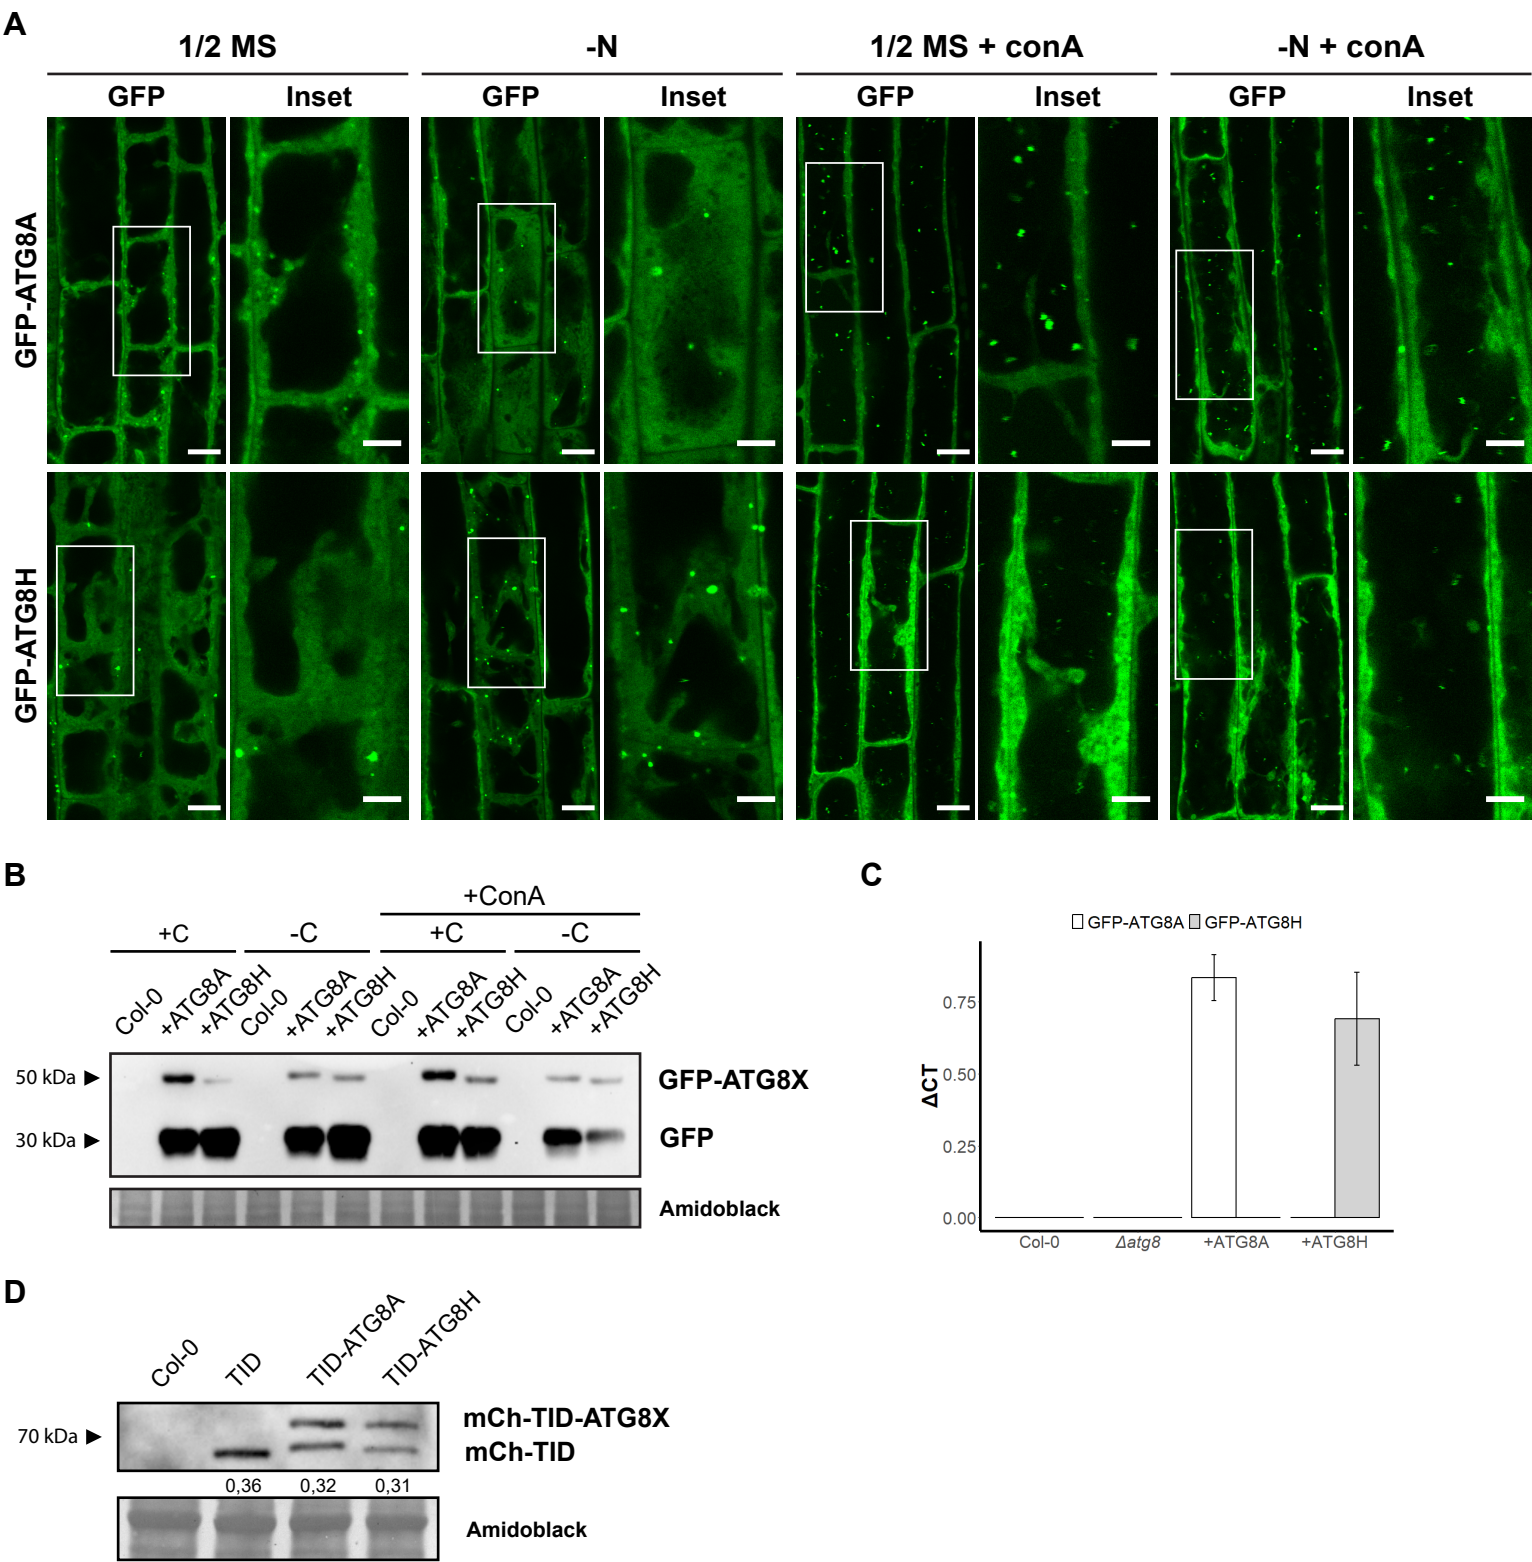

Fig. S2. Arabidopsis ATG8 complementation lines have normal autophagosome structure and autophagic flux under control and nutrient-deficient conditions. (A) Representative confocal microscopic images showing the autophagosomes and the autophagic bodies inside the vacuole in root epidermal cells of the complementation lines $\Delta atg8$ /+GFP-ATG8A and $\Delta atg8$ /+GFP-ATG8A. 5-days old Arabidopsis seedlings were incubated in $\frac{1}{2}$ MS liquid media or nitrogen-deficient (-N) liquid media for 3 h, or $\frac{1}{2}$ MS liquid media or nitrogen-deficient (-N) liquid media containing 2 μ M concanamycin A for 2.5 h before imaging. Representative images of 3 replicates were shown here. Scale bars, 10 μ m. Inset scale bars, 5 μ m. (B) Western blot comparing autophagic flux of complementation lines $\Delta atg8$ /+GFP-ATG8A and $\Delta atg8$ /+GFP-ATG8A upon C starvation treatment, in combination with concanamycin A (1 μ M). (C) Bar plot representing Δ CT values of GFP-ATG8A and GFP-ATG8H fusion genes from RT-qPCR analysis in Col-0, $\Delta atg8$ and complementation lines $\Delta atg8$ /+GFP-ATG8A and $\Delta atg8$ /+GFP-ATG8A. Values were calculated as mean of three technical replicates and error bars represent the mean $\pm$ standard deviation (SD). (D) Western blot comparing expression levels of the fusion proteins mCh-TID, mCh-TID-ATG8A and mCh-TID-ATG8H. Relative quantification of protein bands is reported below the blot.

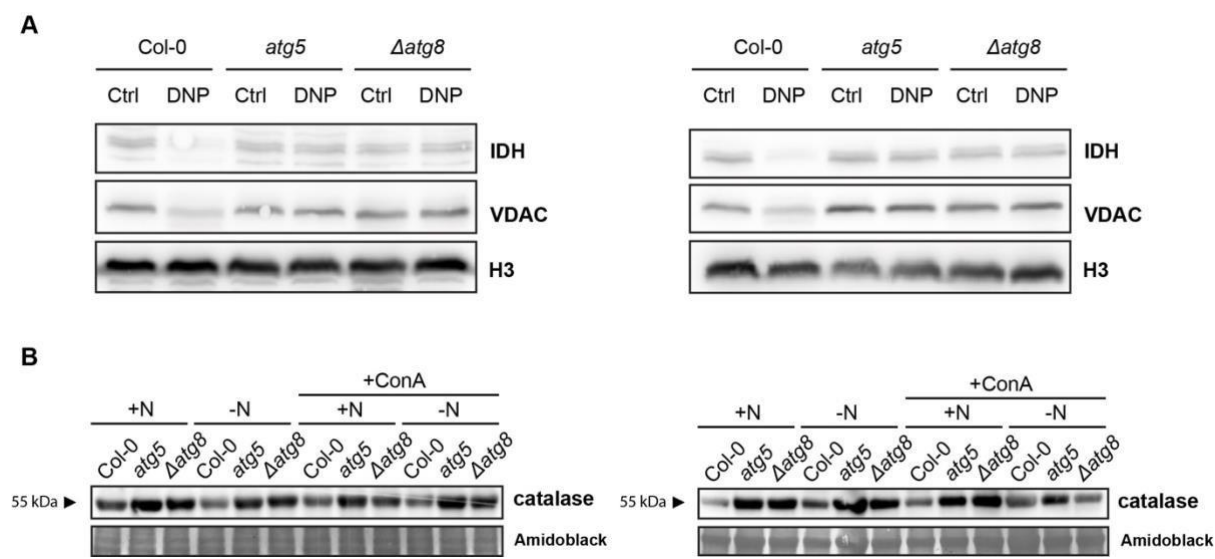

Fig. S3. Replicates of western blots in Fig. 3(A, D).

Table S1. Sequences of ATG8 proteins after CRISPR mutagenesis

Available for download at
<https://journals.biologists.com/jcs/article-lookup/doi/10.1242/jcs.263803#supplementary-data>

Table S2. Raw data for ATG8 proximity labeling proteomics

Available for download at
<https://journals.biologists.com/jcs/article-lookup/doi/10.1242/jcs.263803#supplementary-data>

Table S3. ATG8A and ATG8H proxitomes upon nitrogen starvation

Available for download at
<https://journals.biologists.com/jcs/article-lookup/doi/10.1242/jcs.263803#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

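Genomic DNA of 2 plants of the Δatg8 nonuple mutant was sequenced by the authors, who trimmed the reads with Trim Galore, aligned them to TAIR10 with Bowtie2 and sorted the alignments with SAMtools. The versions of these tools are not given in the sources used here. The deposited files list each aligned read with its chromosome, start, end, name, mapping quality and strand, and how the alignments were turned into this form is not given either. The mapping quality score in the deposited files is 60 for every read, above the usual scale of Bowtie2, so that clipping by another aligner is not excluded, and the coordinates are of the unit other than counts or signal. There is 1 group of 2 plants and no wild type, so that each library served as its own control, and no groups were compared. The 2 plants are separate samples by their labels. Whether they descend from different parents is not stated, and agreement between them does not show that an indel arose by editing.

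Reads were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Gene models came from the RefSeq annotation of the TAIR10 sequence. The guide RNA sequences of the methods were matched to the genome, and cleavage was placed 3 bases from the PAM. Reads had to reach 20 bases on both sides of that position with a mapping quality of at least 10. Full-length reads were compared with those at 8 control positions, 400 to 1000 bp away on both sides, by a 2-sided Fisher's exact test in each plant, adjusted by the method of Benjamini and Hochberg over 22 tests. A gene was counted as carrying an indel where the adjusted p was under 0.05 and the share at least 0.25 in both plants. For ATG8D, with 3 guide RNAs, the site with the highest mean share was used. The size of an indel was the length change, from -10 to 10 bases, with the largest excess over the control positions. The excess was first read in the deeper plant, which gave an insertion of 2 bases for ATG8A and of 3 bases for ATG8D. It was then averaged over both plants, a choice made after these values were seen.

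Sites with an NGG PAM and up to 3 mismatches to a guide RNA were tested in the same way, adjusted over 14 tests. The PAM had to follow the guide RNA as printed directly, also for the first-round guide RNA of ATG8D. Across the nuclear genome, an indel was counted where both plants had at least 10 such reads and an estimated share of at least 0.8, the pooled number of full-length reads had a 1-sided binomial p under 1e-06 against the genome-wide share, and a single length change held most of the lost share. Positions within 50 bp were merged. Depth was the mean over 100 bp bins, divided by the median of the nuclear bins, and promoters were described by the highest bin of the 600 bp upstream of the gene.

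After the data were examined, the share and size of the indels were also estimated by maximum likelihood, as a mixture of the genome-wide distribution of reference lengths and the same distribution displaced by the indel. The estimate was run on all reads and on reads with duplicates collapsed and 1 read per fragment, and the second form is the one quoted, since all reads gave an insertion of 10 bases for ATG8B in plant 2 alone. Collapsing duplicates or counting 1 read per fragment, each without the other, gave the deletion of 6 bases there. Counting 1 read per fragment was also added to the planned test.

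The steps were tested on simulated data by placing indels of known size into the real reads of chromosome 5 at 200 positions, with 200 further positions left as they were. The test at single sites called 50 of 50 insertions of 1 base, 46 of 50 deletions of 6 bases and 25 of 50 deletions of 1 base present in all fragments, and 4 of the 200 unmodified positions. Of 50 insertions of 1 base present in 0.5 of the fragments, it called 7, so that partial editing is mostly missed. The likelihood estimate gave the right size at 50, 50 and 49 of these positions, respectively. At unmodified positions, its 95% interval held the true share of 0 at only 155 of 200, since the size is chosen from the same reads, so that a lower limit just above 0 is no evidence of an indel. The search across the genome found 39, 49 and 12 of them, respectively. It found an indel at 0 of the 200 unmodified positions. These are too few to give the number of false calls across the genome, which was not measured.

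The genes and sites named were fixed before the data were examined: all genes and guide RNAs that the paper names for the sequencing, the sites with mismatches past the test or otherwise the 5 with the fewest mismatches, genes of autophagy with an indel, the 20 genes with an indel in coding sequence and the highest share in the lower of both plants, and 9 genes whose promoters are used in vectors. Where shares were tied, the genes with the most reads were taken, a rule added after the data were examined. The alternatives tried were other minimum mapping qualities, reads reaching 10 or 30 bases, duplicates counted once, the genome-wide full-length share as reference, other minimum shares and read numbers, other windows for depth, and each plant alone. Proteomics and imaging data of the paper were not analysed here, apart from a check of Table S3 against its own cells.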

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

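Of the tests in this part, the comparison with windows of like coding share, the comparisons of gene body and of steps past the gene start with upstream depth and both tests at ATG8C were chosen after the values were seen, as were the bounds of the segment on chromosome 4.

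Outside the ATG8 genes, 579 nuclear positions met the criteria for an indel in both plants. Without a wild-type library, these cannot be divided into differences of the parent line from the reference, changes that arose later and false calls. The genome-wide count of 585 fell to 297 with duplicates counted once and to 253 in plant 2 alone.

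Of these indels, 102 lay on chromosome 4 between 8.5 and 10 Mb, not counting that of ATG8F, which lies in the same segment. This is 68 indels per Mb, against 4.05 per Mb in the other nuclear sequence outside the ATG8 genes. Read number does not account for it, since the median number of informative reads was 1 times that of the other sequence. Of the 102 indels, 0 lay within 50 bp of a site with up to 4 mismatches to a guide RNA as printed. A segment from another accession could leave more sequence without reads and stays open. The share of empty 100 bp bins, 1.86%, lay at the 82.9th percentile of windows of like coding share (median 0.613%, 95th percentile 5.04%) and the 64.5th percentile of all windows. The bound set before, the 95th percentile of all windows (10.8%), is set by windows near centromeres. Neither 95th percentile was gauged on a segment of known origin. Errors in the reference may still contribute, as the density of indels in coding sequence was 0.363 times that of the rest of the segment (95% interval 0.199 to 0.624), which leaves the bound of 0.5 open, and no other biological explanation was tested.

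Depth was raised upstream of U6-26 (38.2 times the median nuclear depth), EC1.1 (9.41 times), EC1.2 (6.13 times) and RPS5A (5.23 times). The values argue against GC content as the cause, since the lowest percentile of these windows among those of like GC content was 99.9, and against PCR copies, since the lowest ratio with duplicates counted once was 4.54. Further copies of the promoters in the T-DNA cassettes stay open. The median depth of a gene body was at most 0.340 times that of its upstream window, but the bound on this ratio was set after a first bound was exceeded. That first bound, 1.5 on the depth of the gene bodies, was exceeded by EC1.1 (1.67 in plant 1, 2.14 in plant 2) and RPS5A (1.53 in plant 2). Single 50 bp steps past the gene start reached 0.821 times the window for RPS5A in plant 2. The sequence of the cassettes was not analysed here, and no other biological explanation was tested.

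ATG8C, unlike the other ATG8 genes, kept 10 full-length reads of 67 in both plants together. If every read carried a deletion of 1 base and lost bases in trimming or clipping as reads do genome-wide, 10.8 full-length reads would be found (95% binomial range 5 to 17), so that trimming or clipping may account for them. Copies of the gene without the deletion cannot be told apart from this, since the 95% likelihood interval of the share with the deletion reaches from 0.71 to 1. No other biological explanation was tested.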

How the results depend on the processing

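Of 168 comparisons with another setting, 145 stayed on the same side of the threshold or, for values without a test, within 1.5 times the main count or 1 SD of the plants, 15 moved beyond that, 7 were stronger, 1 was weaker and none reversed. Within these limits, ATG8C fell to 0.498 with duplicates counted once, genome-wide indels ranged from 508 to 747 and nuclear depth from 16.4 to 26.9. No paired analysis was possible because all samples belong to a single group. Of the 145, 33 are minimum mapping qualities, which move nothing, and 14 leave out a plant for a value judged by 1 SD, which 2 plants cannot exceed, so that these say nothing about stability. With 1 read per fragment, chosen after the data were examined, ATG8A kept a share of 1 but had an adjusted p of 0.0571 in Fisher's exact test. ATG8C passed with the genome-wide share as reference (0.696), with 1 read per fragment (0.685) and by likelihood (0.97 as the mean of both plants taken alone, chosen after the data were examined), and ranged from 0.602 to 0.611 in single plants. ATG8G, with a share of 1 throughout and from 1 to 1 in single plants, passed with reads reaching 10 bases and by likelihood. The number of ATG8 genes was 7 to 9 over all settings. Genome-wide indels numbered 297 with duplicates counted once, 2573 at a minimum share of 0.5, 175 with 20 reads in each plant and 253 to 747 in single plants, and deletions of 1 base are under-counted. With duplicates counted once, depth ratios were 11.3 for U6-26, 6.33 for EC1.1 and 5.11 for EC1.2, and the organelle share was 4.78%. Divided by local depth, they were 32.0 for U6-26, 10.5 for EC1.1 and 1.32 for U6-29. As the mean of 300 bp, they were 16.0 for U6-26, 7.74 for EC1.1, 4.27 for EC1.2 and 1.38 for RPS5A. For these moves the cause was not tested. The size of the insertion in ATG8A was 1 base with reads reaching 10 or 30 bases, duplicates counted once or the genome-wide reference, and single plants gave other sizes for ATG8B (10 in plant 2), ATG8D (3 in plant 1), ATG8G (2 in plant 2), ATG8H (2 in plant 2) and ATG8I (3 in plant 2).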

Differences from the paper's values

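For ATG8A, the size of the insertion was 2 bases, and the paper's value in Table S1 is 1 base. Of the alternatives set before the data were examined, reads reaching 10 or 30 bases, duplicates counted once, the genome-wide reference and plant 2 alone gave 1 base, and other minimum mapping qualities and plant 1 alone gave 2 bases. The maximum likelihood estimate, chosen after the values were seen, also gave 1 base and kept the sizes of the other 8 genes, whereas 1 read per fragment, likewise chosen after the values were seen, gave 2 bases.

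The paper states that all ATG8 genes are mutated, the paper's number being 9, and 7 passed the test in both plants. ATG8C and ATG8G did not pass in plant 2, with adjusted p of 0.0693 and 0.0730 in Fisher's exact test. This test called only 25 of 50 simulated deletions of 1 base. At ATG8C, 24 of 46 reads in plant 1 and 16 of 21 in plant 2 covered 151 reference bases. At its control positions, 0 of 81 and 0 of 68 reads did. Reads of this length argue for the deletion of 1 base in both plants. ATG8G passed with reads reaching 10 bases, ATG8C with the genome-wide reference and, chosen after the values were seen, with 1 read per fragment, which left out ATG8A. Both passed in plant 1 alone. By maximum likelihood, chosen after the values were seen, all 9 had a lower limit of at least 0.26 in each plant. The bound of 0.25 was applied to these limits when first values for ATG8G, close to it, had been seen, so that this count of 9 is no independent result. It also depends on how reads are counted, since the lower limit for ATG8B in plant 2 was 0.16 with duplicates collapsed only and 0.21 with 1 read per fragment only, both under that bound. The paper names no threshold, and its alignments were inspected by eye. Its other evidence is amplicon sequencing of primary transformants, which found mutations in all isoforms but ATG8D before the second round. It also shows a western blot for ATG8 protein, and neither was analysed here.

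The deletion in ATG8B was placed at 2329319 to 2329324 on chromosome 4 by assumption, since read lengths do not give its place, so that the end printed in Fig. 2A, 1 base further on, is not a measured difference. The bases printed there, AGTGGA, are the complement of the 6 plus-strand bases TCACCT at the assumed place, written without reversal. The paper's Table S1 and Fig. 2A give different sizes for this deletion. The 6 genomic bases of Fig. 2A match the size from read lengths. The 4 coding bases of Table S1 match the deletion at its assumed place, and this split was not measured.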

Other observations

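None of 31 other genes of autophagy, listed before the data were examined and including ATG2, ATG5, ATG7, ATG9, the ATG1 kinases and the receptor NBR1, held an indel that met the genome-wide criteria in both plants. The same search found the indels of ATG8A, ATG8D, ATG8E, ATG8F, ATG8H and ATG8I, but not those of ATG8B, ATG8C and ATG8G, so that an indel in a listed gene can have been missed.

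Of the 585 positions with an indel in both plants, 506 were insertions and 79 deletions relative to TAIR10, and 370 were insertions of 1 base. The search found 39 of 50 simulated insertions of 1 base, 49 of 50 deletions of 6 bases but only 12 of 50 deletions of 1 base. These counts therefore do not give the balance of insertions and deletions in the genome. Coding sequence held 21.7% of the indels and makes up 28.3% of the nuclear bases. Of 121 coding indels outside the ATG8 genes, 11 (9.09%) had a size that is a multiple of 3. Besides ATG8D, ATG8F and ATG8I, the 20 genes with the highest shares included PRSL1, SDG2 (a histone methyltransferase gene), MKP1 (a MAP kinase phosphatase gene), CCT2, ORC4 (a subunit of the origin recognition complex), TAF6B, RKF2, SCAMP4 with the overlapping AT1G03545, and GATA9. The others were AT3G50430, AT4G23373, AT4G15040, AT4G33585, AT1G23450, AT4G15970, AT3G42560 and AT4G15940. Each of the 20 had a share of 1 in both plants, as had further genes such as GONST2, so that the number of reads decided which tied genes were listed. Of the 20 genes, those named SDG2, CCT2, AT4G15040, AT4G15970, AT4G15940 and ATG8F lie between 8.5 and 10 Mb of chromosome 4.

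At 7 sites with an NGG PAM and 2 or 3 mismatches to a guide RNA, no indel was called by Fisher's exact test (lowest adjusted p = 0.203), and 1 of 14 tests had an unadjusted p under 0.05. The closest match was that of the ATG8C guide RNA in the coding sequence of ATG8G, on chromosome 3 from 22416669 to 22416688, with the substitutions A2C and A17G counted from 1 at the 5′ end of the guide RNA. There, 6 of 11 reads in plant 1 and 6 of 12 in plant 2 were full-length, with a mean estimated share of 0.0852, and this site lies 106 bp from the cleavage position of the ATG8G guide RNA. The other sites had 3 mismatches. They lie in an intron of CBR (mean share 0.00612), in the coding sequence of PUB4 (0.0501), in exons outside coding sequence of AT5G04235 (0.379) and UBP3 (-0.189), and at intergenic positions of chromosome 3 (0.198) and chromosome 1 (0.0107). AT5G04235 held the lowest unadjusted p of Fisher's exact test, 0.0145, in plant 2. No site was called among the 78 sites with up to 4 mismatches or the 18 sites with an NGG or NAG PAM. In all these searches, the PAM directly followed the guide RNA as printed. For the first-round guide RNA of ATG8D, printed with 19 bases, the PAM at its own target begins 1 base further on. The sites in PUB4 and AT5G04235 and the intergenic site of chromosome 3 are those of this guide RNA. Sites with its PAM 1 base further on were not searched.

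Table S3 was checked against its own cells. In 967 of its 17848 count cells, a 0 inside the number is printed as 0.1, and 34 cells change by more than 0.5 of their value. All 4464 of the paper's listed averages equal the mean of the 4 columns of each bait as printed, the non-starved column included, within a relative tolerance of 0.001. With the counts restored, 1 log2 fold change crosses 1, that of RPS27AC over the control for ATG8A, from the paper's 1.19 to 0.72. RPS27AC is in none of the paper's lists of interactors.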
